# Absence of Plekhg5 Results in Myelin Infoldings Corresponding to an Impaired Schwann Cell Autophagy, and a Reduced T-Cell Infiltration Into Peripheral Nerves

**DOI:** 10.3389/fncel.2020.00185

**Published:** 2020-07-07

**Authors:** Patrick Lüningschrör, Carsten Slotta, Peter Heimann, Michael Briese, Ulrich M. Weikert, Bita Massih, Silke Appenzeller, Michael Sendtner, Christian Kaltschmidt, Barbara Kaltschmidt

**Keywords:** Schwann cells, autophagy, immune response, myelin, PLEKHG5

## Abstract

Inflammation and dysregulation of the immune system are hallmarks of several neurodegenerative diseases. An activated immune response is considered to be the cause of myelin breakdown in demyelinating disorders. In the peripheral nervous system (PNS), myelin can be degraded in an autophagy-dependent manner directly by Schwann cells or by macrophages, which are modulated by T-lymphocytes. Here, we show that the NF-κB activator Pleckstrin homology containing family member 5 (Plekhg5) is involved in the regulation of both Schwann cell autophagy and recruitment of T-lymphocytes in peripheral nerves during motoneuron disease. *Plekhg5*-deficient mice show defective axon/Schwann cell units characterized by myelin infoldings in peripheral nerves. Even at late stages, *Plekhg5*-deficient mice do not show any signs of demyelination and inflammation. Using RNAseq, we identified a transcriptional signature for an impaired immune response in sciatic nerves, which manifested in a reduced number of CD4^+^ and CD8^+^ T-cells. These findings identify Plekhg5 as a promising target to impede myelin breakdown in demyelinating PNS disorders.

## Introduction

The myelin sheath is an essential cellular component for axonal integrity and function. Although oligodendrocytes generate myelin in the central nervous system (CNS), in the peripheral nervous system (PNS) it is formed by Schwann cells (Nave and Werner, 2014). Nerve conduction velocity (NCV) is highly dependent on an intact myelin sheath. However, in pathological situations or in the context of neurodegenerative diseases, such as hereditary motor and sensory neuropathies (HMSN), myelin breakdown (demyelination) can occur, leading to impairments in axonal integrity and function and also to axonal loss. At the same time, several demyelinating neuropathies are associated with excessive myelin production that precedes demyelination and axon loss. Histologically, this appears as myelin outfoldings or focal thickening of the myelin sheath (tomacula; Quattrone et al., 1996; Fabrizi et al., 2000; Bolino et al., 2004; Lee et al., 2013).

Abnormalities of the myelin architecture, especially in the context of neurodegenerative diseases, are often linked to inflammation and an altered immune response. By suppressing the immune response, myelin maintenance can be improved in mouse models for a demyelinating CNS disorder (Ip et al., 2006) and Charcot Marie Tooth (CMT) disease (Schmid et al., 2000). Although myelin breakdown in the CNS is mediated predominantly by macrophages (Brosius Lutz and Barres, 2014), within the PNS, Schwann cells degrade their myelin sheath *via* a specific form of autophagy (myelinophagy) in response to axonal stress (Gomez-Sanchez et al., 2015).

The guanine exchange factor Plekhg5 (also known as Syx or Tech) is a known activator of NF-κB (Maystadt et al., 2007), which is highly expressed within the nervous system (De Toledo et al., 2001; Marx et al., 2005). Mutations within the human *PLEKHG5* gene are associated with different motoneuron diseases, such as an intermediate form of CMT, distal spinal muscular atrophy (DSMA) type IV, and amyotrophic lateral sclerosis (ALS; Maystadt et al., 2007; Azzedine et al., 2013; Kim et al., 2013; Özoğuz et al., 2015). Mice lacking Plekhg5 developed a late-onset motoneuron disease caused by impaired autophagy-mediated clearance of synaptic vesicles at the neuromuscular junctions (Lüningschrör et al., 2017). However, the peripheral nerves of Plekhg5-deficient mice have not been investigated yet.

In this study, we histologically examine the peripheral nerves of Plekhg5-deficient mice and detect myelin abnormalities characterized by infolding of the myelin sheath. We report an impaired myelin clearance by Schwann cell autophagy and a reduced macrophage activity in cultured nerve segments derived from Plekhg5-depleted mice. Using RNA-sequencing, we find a prominent downregulation of macrophage transcripts, including a number of chemokines for T-cell attraction. In line with that, we observe a reduced number of T-lymphocytes within the sciatic nerve indicating an impaired immune response despite axonal pathology.

## Materials and Methods

### Statistical Analysis

Statistical evaluation was done using GraphPad Prism 5 (GraphPad Software, La Jolla, CA, USA). Data is presented as the mean ± SEM if not stated otherwise. The statistical test used for each experiment is listed within the respective figure legend.

### Animals

*Plekhg5*-deficient mice were described previously (Lüningschrör et al., 2017). Animals were kept under specific pathogen-free conditions as defined by the Federation European Laboratory Animal Science Association (FELASA) in the central animal facility of the University of Bielefeld.

### Light and Electron Microscopy

Mice were anesthetized and transcardially perfused according to local institutional guidelines in three steps essentially as described by Forssmann et al. (1977) with 3% paraformaldehyde, 3% glutaraldehyde, 0.5% picric acid in 0.1 M sodium phosphate buffer, pH 7.4 for 10 min. After dissection, organs were fixed in the same solution for additional 2 h at 4°C followed by 2 h post-fixation in buffered 2% osmium tetroxide at 4°C. Afterward, they were embedded in Araldite. For light microscopy, semithin sections were stained with Richardson’s blue (1% w/v methylene blue, 1% w/v Azur II) for 3 min, 80°C. For electron microscopy using a Zeiss EM 109, ultra-thin (60–80 nm) sections (stained for 40 min in uranyl acetate and 7 min in lead citrate) were prepared.

### Morphometric Analysis and Determination of g-Ratio

Nerve fibers with infolded myelin membranes or internal myelin loops were defined as fibers with abnormal myelination. The percentage of fibers with abnormal myelination was quantified on semithin sections. All myelinated axons per section were used for quantification.

Semithin sections were used for analyzing the g-ratio of myelinated axons within the sciatic nerve. High-resolution images were taken and afterward stitched together with Photoshop CS software (Adobe Systems) resulting in a high-resolution image of the whole sciatic nerve cross-section. Using the g-ratio plugin for ImageJ software (Goebbels et al., 2012), 100 randomly chosen axons per cross-section were measured. Fibers with myelin abnormalities were excluded.

### Immunohistochemical Stainings

Mice were sacrificed by cervical dislocation, the sciatic nerve was dissected, embedded in Tissue-Tec O.C.T. compound (Sakura Finetek) and frozen in 2-methylbutane at −30°C. Then, 10-μm thick sections were cut using a CM1900 microtome (Leica Microsystems). Frozen sections were shortly thawed and, depending on primary antibody, they were fixed using −20°C cold acetone for 10 min, with 4% paraformaldehyde for 10 min or left unfixed. Following repetitive washing using phosphate-buffered saline (PBS), sections were blocked in PBS containing 5% BSA. Primary antibodies were applied overnight at 4°C, followed by washing in PBS and application of secondary fluorochrome-conjugated antibodies. For nuclear counterstaining DAPI (1 μg/ml; AppliChem) was used. After washing, sections were finally coverslipped with Mowiol/DABCO.

For stainings of cultivated nerve segments, segments were fixed in 4% PFA for 1 h, followed by repetitive washing. Teased fiber preparations were done using fine forceps. Fibers were placed on collagen-coated coverslips, and after permeabilization using 0.3% Triton X-100, staining was performed as stated above.

### RNA Extraction and qPCR

For extraction of total RNA, TRIReagent (Sigma-Aldrich) was used according to the manufacturer’s protocol. Then, 500 ng of RNA were used for cDNA synthesis. cDNA was diluted 1:50 and 2 μl/reaction were used. qPCR was carried out with SYBR Green Master Mix (Thermo Fisher Scientific). For normalization, we used the mean expression of the two housekeeping genes *Ppia* (Cyclophilin A) and *Eef2* (Eukaryotic elongation factor 2).

### Lentivirus Production

For lentivirus production, HEK 293FT cells were transfected with the plasmids indicated and packaging plasmids VSV-G and delta8.91 using standard calcium phosphate precipitation. Eight hours after transfection, medium was exchanged, and 48–72 h after transfection, supernatants were collected and concentrated by ultracentrifugation. For transduction, lentiviral particles were diluted in the respective growth medium, and polybrene was added to a final concentration of 8 μg/ml.

### Primary Schwann Cell Culture

Murine neonatal Schwann cells were cultured essentially as described (Honkanen et al., 2007). Neonatal animals were sacrificed by decapitation at postnatal days 5 and 6. The sciatic nerves were dissected and maintained in ice-cold PBS until all nerves were prepared. Remaining connective tissue was removed, and the nerves were transferred to a new dish containing fresh ice-cold PBS, where they were shredded with forceps. Following enzymatic digestion using trypsin (final concentration 0.125%) and collagenase A (final concentration 0.05%) for 30 min at 37°C, nerve fragments were centrifuged for 5 min at 190× *g*. After three washing steps with 7 ml DMEM containing 10% horse serum and centrifugation for 5 min at 190× *g*, the pellet was resuspended in basic growth medium (DMEM containing 10% horse serum, 4 mM L-Glutamine, 100 μg/ml Penicillin/Streptomycin, 2 ng/ml human heregulin-β1 and 0.5 μM forskolin), plated on a poly-D-lysine–coated 60-mm tissue culture dish and incubated at 37°C and 5% CO_2_. After 2 days in culture, basic growth medium was replaced, and the cells were allowed to grow for two additional days. To remove fibroblasts, complement-mediated cytolysis was done at day 4 in culture. Medium was removed, and the cells were rinsed with HBSS in 20 mM HEPES, followed by rinsing with HMEM (DMEM containing 10% horse serum, 4 mM L-glutamine, 100 μg/ml penicillin/streptomycin, and 20 mM HEPES). Antimouse CD90 antibody was diluted in HMEM to a final concentration of 4 μg/ml and added to the cells. After 15 min at 37°C, complement sera was added, and incubation continued for an additional 2 h. Cells were rinsed twice with HBSS containing 20 mM HEPES, and finally, Schwann cell growth medium (basic growth medium containing 10 ng/ml FGF-2 and 20 μg/ml bovine pituitary extract) was added. Medium was changed every 2 days, and cells were subcultured when reaching 80% confluence. All cells were passaged at least once before being used for experiments.

### RNAseq

Total RNA was isolated from sciatic nerves using TRIReagent (Sigma-Aldrich) according to the manufacturer’s guidelines, and cDNA library generation was performed using the SENSE mRNA-Seq Library Prep Kit V2 (Lexogen, Vienna, Austria) according to the manufacturer’s protocol. Libraries were pooled and sequenced on the Illumina NextSeq 500 with the High Output Kit v2 (75 cycles). Adapters and low-quality reads were trimmed with TrimGalore, v0.4.0^1^ powered by Cutadapt, v1.8^2^ (Martin, 2011). Additionally, the first nine nucleotides were removed as described in the Lexogen user manual. Reads were then mapped using STAR v2.5.0a^3^, and differentially expressed transcripts were determined using the Cufflinks package v2.2.1^4^ as described before (Briese et al., 2016). Venn diagrams were generated using BioVenn (Hulsen et al., 2008). For gene ontology (GO) analysis, we used the Database for Annotation, Visualization, and Integrated Discovery (DAVID^5^; Huang et al., 2009). As a background data set for the GO term analysis, we used all expressed genes, which we defined as those transcripts with an average FPKM ≥0.1 in either the *Plekhg5*-deficient or wild-type sciatic nerve data sets. NF-κB targets were extracted from https://www.bu.edu/nf-kb/gene-resources/target-genes/. The sequencing files have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE127319.

### Cultivation of Sciatic Nerve Segments

Sciatic nerve segments were cultivated as described (Gomez-Sanchez et al., 2015). Briefly, adult mice were sacrificed by cervical dislocation, and the sciatic nerves were prepared and placed on ice in HBSS. Connective tissue was removed and the desheathed nerves were cut into 5-mm-long segments. Segments were transferred to culture medium (DMEM containing 5% FCS) and cultivated for 5 days at 37°C and 5% CO_2_.

To quantify the number of intact myelin sheaths, at least five sections per animal were analyzed. Axons completely surrounded by a myelin sheath were considered as “intact myelin sheath.”

### Quantification of Autophagosomes and Autolysosomes

To monitor the autophagic flux in cultured Schwann cells, the cells were transduced with a lentiviral vector expressing mRFP-GFP-LC3. This tandem reporter is a well-established tool enabling the discrimination between autophagosomes and autolysosomes (Klionsky et al., 2016; Lüningschrör et al., 2017, 2020). Upon fusion of an autophagosome with a lysosome, the GFP signal is quenched due to the pH drop, whereas the RFP signal remains. Thus, structures positive for RFP are autolysosomes, whereas organelles positive for both, GFP and RFP, are considered as autophagosomes.

For quantification of RFP^+^ structures or RFP and GFP double-positive structures, cultured Schwann cells were fixed for 10′ at RT with 4% PFA and mounted on coverslips. Images were evaluated using ImageJ.

## Results

### *Plekhg5*-Deficiency Disrupts the Integrity of Schwann Cell–Axon Units

To investigate the effect of Plekhg5 depletion on peripheral nerves, we histologically analyzed the sciatic and phrenic nerve of *Plekhg5*-deficient mice. At 3 months of age, we detected no obvious abnormality in the myelin structure within the sciatic nerve of Plekhg5-deficient mice. However, in the sciatic nerves of 12-month-old Plekhg5-deficient mice, we detected abnormal Schwann cell–axon units with infolded myelin sheaths (Figures 1A,C). In contrast, we already detected a significantly increased number of myelin infoldings in the phrenic nerve of Plekhg5-deficient mice at 3 months of age (Figures 1B,D). In both, the sciatic and phrenic nerves, the number of axons with myelin infoldings, progressed from 12 to 24 months of age (Figures 1A–D). The infolded myelin membranes were either coiled into the axon or appeared as a single internal myelin ring within a myelinated axon (Figures 1A,B). Morphometric analysis revealed a significantly reduced axonal diameter in *Plekhg5*-deficient animals already at an age of 3 months. This reduction remained consistent in 12- and 24-month-old animals (Figure 1E). In contrast, the myelin thickness was unchanged in Plekhg5-deficient mice (Figure 1F). As a direct consequence of the reduced axon diameter, we also detected a reduced g-ratio in 24-month-old animals (Figure 1G). The histological analyses did not show any obvious signs of demyelination and remyelination, such as thinly myelinated large axons or onion-bulb formation in peripheral nerves.

**Figure 1:**
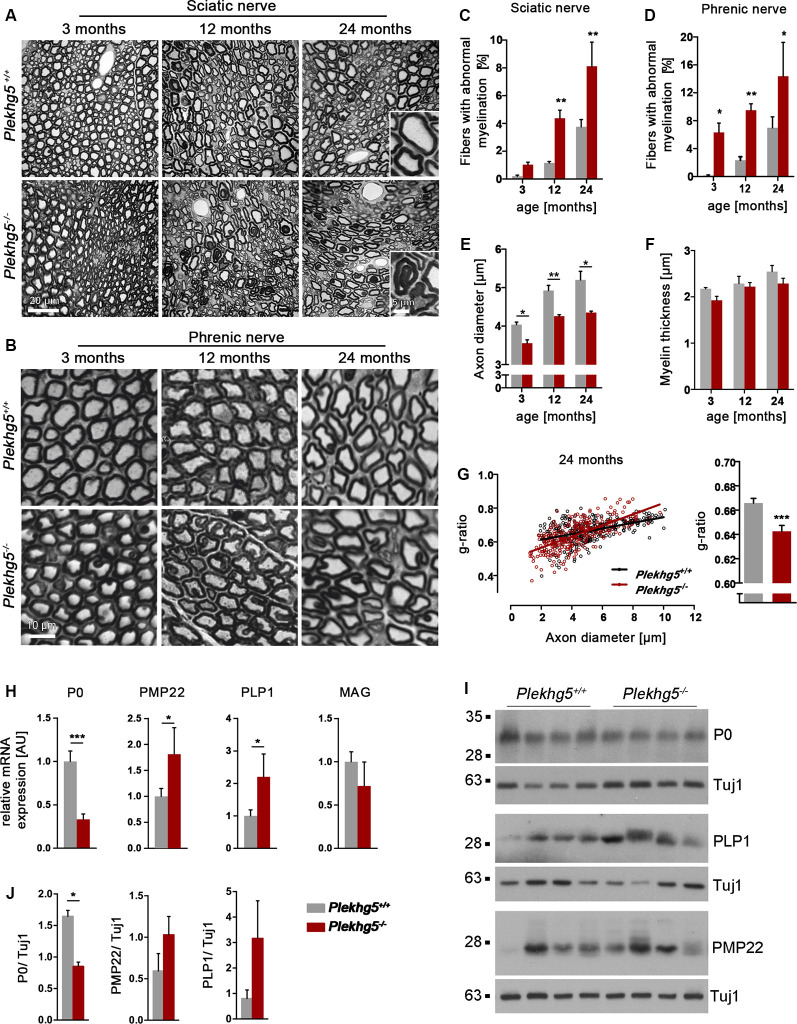
Histopathological analysis of peripheral nerves. **(A,B)** Semithin sections of the sciatic **(A)** and phrenic **(B)** nerve nerve of wild-type (*Plekhg5*^+/+^) and mutant mice (*Plekhg5*^−/−^) at different ages. Note numerous myelination defects in mutant mice. Scale bars: **(A)** 20 μm and 5 μm (blow-up), **(B)** 5 μm. **(C,D)** Relative amount of axons with myelin alterations. Five animals per genotype and age (*n* = 5, unpaired, two-tailed *t-test*). **(E)** Mean axonal diameter of wild-type and mutant mice at different ages. Three animals per genotype and age (*n* = 3, unpaired, two-tailed *t-test*), 100 axons/animal. **(F)** Mean myelin thickness of wild-type and mutant mice at different ages. Three animals per genotype and age (*n* = 3, unpaired, two-tailed *t-test*), 100 axons/animal. **(G)** G-ratio analysis of 24-month-old mice. Three animals per age and genotype, 100 axons/animal. **(H)** qPCR analysis of several myelin genes within the sciatic nerve of wild-type and mutant mice at an age of 10 months [*n* = 5/6 (wild-type/ko), unpaired, two-tailed *t-test*]. The mean expression of the two housekeeping genes Ppia and Eef2 was used as internal control. **(I)** Protein levels of P0, PMP22, and PLP1 in sciatic nerve lysates obtained from 11-month-old mice. **(J)** Quantification of Western blots [*n* = 5/4 (wild-type/ko), unpaired, two-tailed *t-test*]. *p < 0.05; **p < 0.01; ***p < 0.001.

Next, we analyzed the expression of the myelin genes *P0*, *PMP22*, and *PLP1* by qPCR and Western blot (Figures 1H–J). On the transcriptional level, we detected a marked reduction in the expression of *P0* but elevated levels of *PMP22* and *PLP1* (Figure 1H). On the protein level, we only detected a significant decrease in the expression of P0 although we also observed an increase in the levels of PLP1 and PMP22, which did not reach statistical significance (Figures 1I,J).

On the ultrastructural level, infolded myelin sheaths appeared in different forms, most likely representing different infolding stages (Figures 2A–C). In early stages, the infolding myelin membranes were coiled into the axon (Figures 2A,B) before appearing as a single internal myelin ring within a myelinated axon (Figure 2C). Myelin infoldings did not contain axonal or cytosolic structures (Figures 2A,B). We also detected myelin infoldings with accumulations of myelin debris (Figure 2D) and less frequently Schwann cell soma with accumulations of vesicles from the autophagosomal and lysosomal compartment (Figure 2E). Teased fiber preparations showed that myelin abnormalities predominantly originated between paranodal regions (Figure 2F).

**Figure 2:**
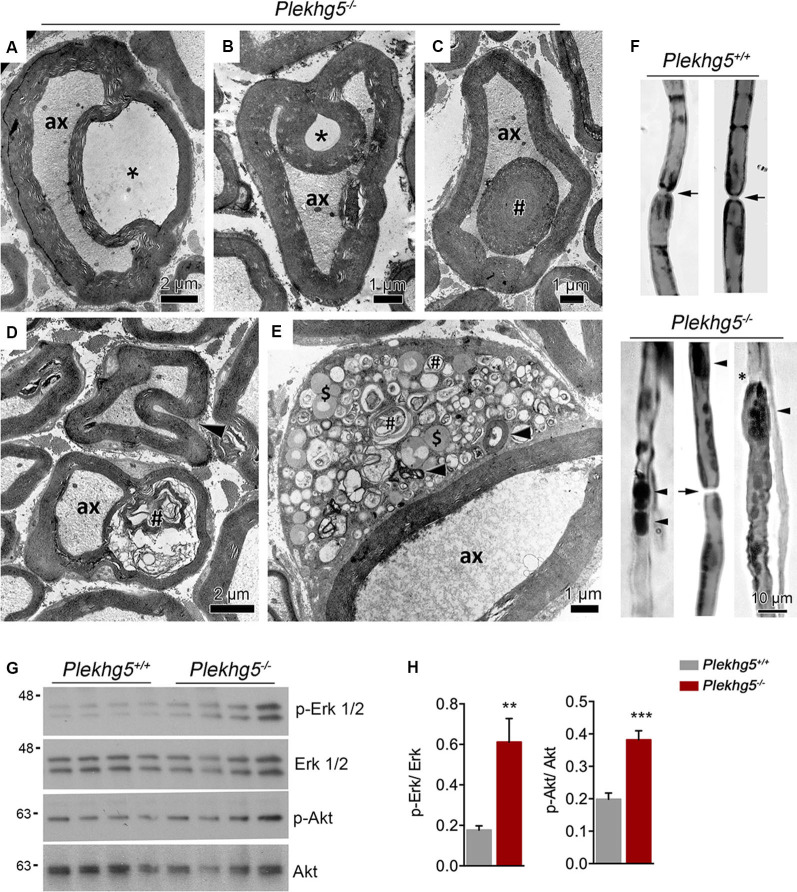
Ultrastructural analysis of sciatic nerve. **(A–C)** Electron micrographs of *Plekhg5*-deficient mice depicting severe pathological features as splitting of myelin sheath **(A)**, myelin infoldings **(B,D)**, and an internal myelin ring within the myelinated axon (# in **C**). Asterisk highlights the lack of axonal or cytosolic structures (e.g., neurofilaments, organelles, etc.) within myelin infoldings. ax = axon; scale bar: 2 μm **(A,D)**, 1 μm **(B,C,E)**. **(D)** Partly disrupted myelin sheath (#) containing myelin debris; note beginning infolding myelin sheath (arrowhead). **(E)** Schwann cell soma with myelin debris (arrowheads), accumulations of vesicles from putatively the autophagosomal (#), and endolysosomal ($) compartment. **(F)** Teased nerve fiber preparation, lipids visualized (=dark staining) by treatment with osmium tetroxide. Arrows point to node of Ranvier, arrowheads to myelin accumulations, note irregular outline in **(E)** and apparent blunt nerve ending (*). Scale bar: 10 μm.** (G)** Western blot analysis of Erk1/2 and Akt signaling in sciatic nerve lysates obtained from 11-month-old mice. **(H)** Quantification of Western blots [*n* = 5/4 (wild-type/ko), unpaired, two-tailed *t-test*]. **p < 0.01; ***p < 0.001.

Impaired myelination, such as myelin outfoldings, infoldings, or tomacula, have been linked to enhanced activation of Erk1/2 and/or Akt signaling (Goebbels et al., 2012; Lee et al., 2012; Napoli et al., 2012). Western blot analysis of sciatic nerve lysates from Plekhg5-deficient mice revealed elevated levels of both activated Erk1/2 and Akt (Figures 2G,H).

In summary, these results suggest that the depletion of Plekhg5 results in defective Schwann cell axon units characterized by infoldings of the myelin sheath, an altered expression of myelin proteins, and enhanced Erk1/2 and Akt signaling.

### Impaired Formation of Autophagosomes in *Plekhg5*-Deficient Schwann Cells

Besides an excessive myelin production, impaired myelin degradation might represent an additional mechanism responsible for causing the myelin infoldings within peripheral nerves of Plekhg5-deficient animals. The previously identified role of Plekhg5 in autophagy regulation (Lüningschrör et al., 2017) prompted us to look for any autophagy defects in peripheral nerves (Figures 3A–C).

**Figure 3:**
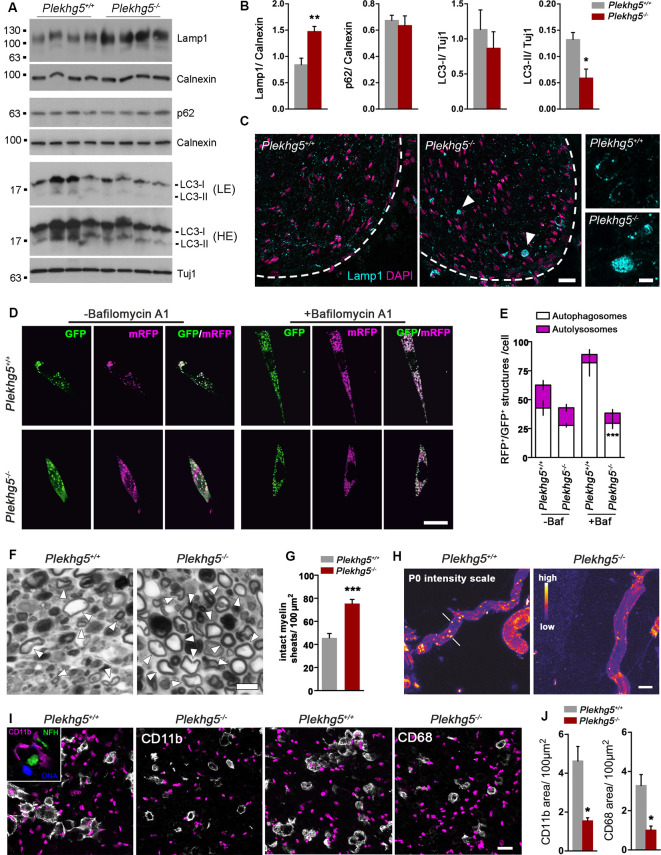
Impairments in Schwann cell autophagy upon *Plekhg5*-deficiency. **(A)** Protein levels of Lamp1, p62, and LC3 in sciatic nerve lysates obtained from 11-month-old mice. LE, low exposure, HE, high exposure. **(B)** Quantification of Western blots (*n* = 5/4 (wild-type/ko), unpaired, two-tailed *t-test*). **(C)** Immunohistochemical staining of sciatic nerve cross-section from 12-month-old animals for Lamp1. Overview; scale bar: 50 μm. Higher magnification; scale bar: 5 μm. Arrowheads point to accumulations of Lamp1^+^ organelles. **(D)** Confocal microscopic analysis of primary Schwann cells transduced with mRFP-GFP-LC3 reporter. To inhibit fusion of autophagosomes with lysosomes, the cells were treated with 400 nM Bafilomycin A1 for 4 h or left untreated prior to fixation. **(E)** Quantitative analysis of fluorescent structures within transduced Schwann cells. GFP^+^–RFP^+^ structures were defined as autophagosomes, GFP^−^–RFP^+^ structures as autolysosomes. At least five cells per experiment were analyzed; three independent experiments (*n* = 3, two-way ANOVA with Bonferroni posttest). **(F)** Representative images of semithin sections of sciatic nerve fragments from wild-type and mutant mice cultivated for 5 days. Arrowheads point to intact myelin sheets. **(G)** Amount of intact myelin sheaths, normalized to the area of the section analyzed. At least five sections per animal were analyzed; three animals per genotype (*n* = 3, unpaired, two-tailed *t-test*). **(H)** Immunohistochemical stainings of teased fiber preparations derived from cultivated sciatic nerve fragments against the myelin protein zero (P0). Arrows point to degraded myelin. Scale bar: 10 μm. **(I)** Immunohistochemical staining of nerve segment cross-sections for CD11b and CD68. Scale bar: 20 μm. The inset shows a costaining of NFH and CD11b. **(J)** Quantification of CD11b and CD68 stainings. Five sections per nerve segment were analyzed; three segments per genotype (*n* = 3, unpaired, two-tailed *t-test*). *p < 0.05; **p < 0.01; ***p < 0.001.

First, we analyzed several autophagy markers in sciatic nerve lysates by Western blot (Figures 3A,B). We detected reduced levels of LC3-II, enhanced levels of Lamp1, and unaffected levels of LC-I and p62 (Figures 3A,B). On the cellular level, we frequently detected accumulations of Lamp1^+^ vesicles in sciatic nerve cross-sections (Figure 3C). These findings suggest an accumulation of Lamp1^+^ late endosomes and a reduced number of autophagosomes, which could affect both the degradation of myelin and also the turnover of signaling endosomes. This may lead to the enhanced Erk and Akt signaling.

Next, we wondered whether *Plekhg5*-deficiency results in autophagy impairments within Schwann cells. Therefore, we cultured primary Schwann cells of mutant mice transduced with a lentiviral GFP-RFP-LC3 reporter (Figures 3D,E). Using this reporter, autophagosomes and autolysosomes can be distinguished based on their fluorescent signals as the GFP signal is rapidly lost after fusion of autophagosomes and lysosomes due to the pH drop, whereas the RFP signal persists (Klionsky et al., 2016). Under basal conditions, no difference in the number of autophagosomes was observed in *Plekhg5*-deficient Schwann cells (Figures 3D,E). Upon treatment with Bafilomycin A1, which blocks the fusion of autophagosomes and lysosomes (Klionsky et al., 2016), the increase in the number of autophagosomes in Plekhg5-depleted cells was significantly lower compared to wild-type cells, indicating an impaired autophagosome biogenesis (Figures 3D,E).

Because we did not detect any signs for demyelination within peripheral nerves of Plekhg5-deficient mice, we aimed to promote axon damage and demyelination by an *ex vivo* approach to investigate impairments in myelin breakdown (Fernandez-Valle et al., 1995). As previously described, we cultured segments of the sciatic nerve from *Plekhg5*-deficient mice to simulate nerve injury. After 5 days in culture, we counted the remaining intact myelin sheaths and observed a significantly increased number in segments derived from mutant mice (Figures 3F,G). In teased fiber preparations of cultured nerve segments, we detected myelin clusters positive for P0 in control mice, suggesting a Schwann cell–mediated myelin clearance in autophagosomes as previously described (Gomez-Sanchez et al., 2015). In contrast, such P0-positive clusters were not detectable in Plekhg5-deficient mice (Figure 3H), indicating an impaired sequestering of myelin debris into autophagosomes.

Schwann cell autophagy–mediated myelin degradation was described as the initial response to injury (Gomez-Sanchez et al., 2015). However, after this initial phase, myelin is being degraded *via* phagocytosis mediated by macrophages (Brosius Lutz and Barres, 2014). Thus, we also examined the behavior of macrophages in nerve segments after 7 days in culture. On cross-sections of nerve segments isolated from wild-type mice, we observed a strong immunoreactivity of CD11b and CD68 (Figure 3I). As previously described, after nerve injury (Vega-Avelaira et al., 2009), macrophages frequently clustered around axons in a “ring-like” morphology (Figure 3I, inset). In nerve segments of Plekhg5-deficient mice, we observed a reduced macrophage activity as shown by a smaller area covered by both CD11 and CD68 (Figure 3J).

Taken together, this set of experiments shows that the absence of Plekhg5 results in impaired autophagy in Schwann cells, accumulations of Lamp1^+^ organelles, and defective clearance of myelin in cultured nerve segments.

### Reduced Recruitment of T-Lymphocytes Within the Sciatic Nerve

Previous studies identified Plekhg5 as an activator of the transcription factor NF-κB (Maystadt et al., 2007). Thus, we wondered whether the depletion of Plekhg5 resulted in any transcriptional changes that cause or contribute to the phenotype observed in peripheral nerves of Plekhg5-deficient mice.

For an unbiased approach, we performed RNAseq with RNA derived from the sciatic nerve of 12-month-old animals. 

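Plekhg5, the gene disrupted in these mice, encodes a guanine nucleotide exchange factor and lies on chromosome 4 of GRCm38 from 152072498 to 152115400. It was measured at 3.65, 4.13 and 5.26 FPKM (fragments mapped per kilobase of transcript, relative to the library's total) in the wild-type sciatic nerves numbered 2, 4 and 5, and at 0.141, 0.140 and 0.0521 FPKM in the Plekhg5-deficient nerves numbered 2, 3 and 5. The mean was 39.1-fold lower in Plekhg5-deficient nerves (0.111 ± 0.0513, SD, n = 3 animals) than in wild-type nerves (4.35 ± 0.826, SD, n = 3), with a log2 fold change of -2.26 (standard error 0.18, adjusted p = 0.0380 from limma). Haemoglobin transcripts made up 16.0% of the summed FPKM in Plekhg5-deficient nerve 5 and between 0.507% (Plekhg5-deficient nerve 3) and 2.56% (wild-type nerve 5) in the other libraries. Mitochondrially encoded transcripts made up between 26.1% (wild-type nerve 4) and 37.2% (Plekhg5-deficient nerve 5). RNA from the sciatic nerves of 3 wild-type and 3 Plekhg5-deficient animals was made into libraries with a kit that captures poly(A) RNA and sequenced on an Illumina NextSeq instrument. The text gives the age as 12 months, and the sample records call the animals adult. The authors trimmed the reads with Trim Galore 0.4.0, mapped them with STAR, and estimated the FPKM of each gene in each library with the Cufflinks package, version 2.2.1. Their tables hold no read counts, and the number of reads per library is not given in the sources used here. The width of the 95% intervals that Cufflinks reported corresponds to about 11652526, 8019642 and 5741927 independent fragments in wild-type nerves 2, 4 and 5 and to 8379003, 11013583 and 8291693 in Plekhg5-deficient nerves 2, 3 and 5. Wild-type nerve 5 was thus measured with the least precision. For the present values, the FPKM of each library were divided by its median ratio to the geometric mean over libraries, which lay between 0.745 (Plekhg5-deficient nerve 5) and 1.12 (wild-type nerve 4). Of the 39174 genes in the tables, the 21285 with a mean of at least 0.1 FPKM in either genotype were tested with limma on log2(FPKM + 1), with genotype as the single term and Benjamini-Hochberg adjustment. Fold changes in log2 are on this scale, which understates the change of low genes. With 3 animals against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1.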

In Plekhg5-deficient sciatic nerves, we detected 95 transcripts that were significantly (*q* < 0.05) downregulated relative to wild-type controls and a lower number of 61 transcripts that were upregulated (Figure 4A; Supplementary Table S2). 

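In Plekhg5-deficient nerves, 2 genes were lower and 6 were higher at an adjusted p under 0.05 from limma. Beside Plekhg5, the lower gene was Mgarp, which encodes a mitochondrial protein and lies on chromosome 3 from 51388415 to 51396738. Mgarp had 2.22 FPKM ± 0.161 (SD, n = 3) in wild-type nerves and was listed at 0, 0.106 and 0 FPKM in Plekhg5-deficient nerves (log2 fold change -1.64, standard error 0.13). Mid1, which encodes a microtubule-associated ubiquitin ligase and lies on chromosome X from 169685199 to 170005736, had 50.6 FPKM ± 12.5 (SD, n = 3) in Plekhg5-deficient nerves and 5.44 ± 1.12 (SD, n = 3) in wild-type nerves, 9.31-fold higher. The processed transcript AA465934 on chromosome 11 had 40.4 ± 5.37 against 4.02 ± 1.49 FPKM. The lincRNA Gm7125 and the pseudogene Gm16510 had log2 fold changes of 3.26 and 3.55.

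**Figure D1:**
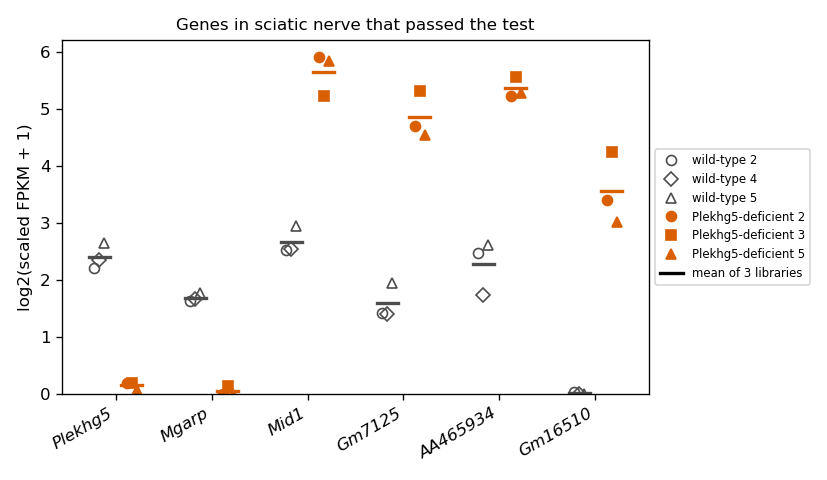
FPKM of Plekhg5, Mgarp, Mid1, Gm7125, AA465934 and Gm16510, which passed the test, scaled between libraries and shown as log2(FPKM + 1), in each of 3 wild-type and 3 Plekhg5-deficient sciatic nerves. Each symbol is 1 library and each bar the mean of 3, and for each gene the 2 genotypes do not overlap.

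Of the paper's 95 downregulated transcripts, 94 had a log2 fold change below 0 and Plekhg5 passed the test over all genes. Of its 61 upregulated transcripts, 58 had a log2 fold change above 0, and Mid1 and AA465934 passed. Adjusted over the list alone, 36 of the 95 and 18 of the 61 passed, which is not independent evidence, since the paper chose both lists on these libraries. For 61 of the 95 transcripts, every wild-type nerve had a higher FPKM than every Plekhg5-deficient nerve, and 48 were highest in wild-type nerve 5, where 33 were at least 2-fold above every other library. For 23 of the 61 upregulated transcripts, every Plekhg5-deficient nerve was above every wild-type nerve, and 37 were highest in Plekhg5-deficient nerve 5, where 29 were at least 2-fold above every other library. The median log2 fold change of the 61 was 1.23, and 0.61 without Plekhg5-deficient nerve 5, and that of the 95 was -1.21, and -1.16 without wild-type nerve 5. Over all genes tested, 573 were lower and 514 higher at an unadjusted p under 0.05 (753 and 239 with FPKM as deposited, 1175 and 1275 with array weights), and 11.6% had no overlap between genotypes, where chance gives 10%. With any 1 library left out, 0 genes were lower and between 0 and 5 higher at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, between 344 and 757 were lower and between 335 and 588 higher. Plekhg5, the disrupted gene, was itself not called in any of these fits. The counts at an adjusted p under 0.05 therefore cannot tell a loss of power from unstable differences.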

To assign the dysregulated transcripts to specific cell types, we used published data sets to investigate their enrichment in isolated Schwann cells (iSCs) and/or sciatic nerve macrophages (snMacs; Figures 4B,C; Clements et al., 2017; Ydens et al., 2020). Of the 95 downregulated transcripts, only seven were enriched in iSCs, and 29 of them overlapped with transcripts enriched in snMacs. Ten transcripts were found in both cell types. The downregulated iSC transcripts were mostly associated with the assembly of the extracellular matrix (ECM; *Col26a1*, *Fmod*, *Dpt*, *MyoC*). 

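All 4 of these transcripts had a lower FPKM in every Plekhg5-deficient nerve than in every wild-type nerve. Fmod encodes fibromodulin, a collagen-binding proteoglycan, and lies on chromosome 1 of GRCm38 from 134037254 to 134048277. It had 39.2 FPKM ± 16.7 (SD, n = 3) in wild-type and 8.66 ± 2.21 (SD, n = 3) in Plekhg5-deficient nerves, a mean 4.52-fold lower. Dpt, which encodes dermatopontin (chromosome 1, 164796732 to 164824266), had 115 ± 28.6 and 38.6 ± 9.19 FPKM. Myoc, which encodes myocilin (chromosome 1, 162639150 to 162649693), had 33.3 ± 10.7 and 14.3 ± 5.30 FPKM. Col26a1, a collagen gene (chromosome 5, 136741759 to 136883209), had 3.00 ± 0.990 and 0.863 ± 0.176 FPKM. The log2 fold changes of Dpt, Myoc and Col26a1 were -1.54, -1.19 and -1.08 (standard errors 0.26, 0.36 and 0.23), and that of Fmod was larger (standard error 0.32). None of the 4 passed over all genes tested (adjusted p between 0.334 and 0.808 from limma), and all 4 passed adjusted over the list alone, which is not independent evidence, since the paper chose them on these libraries. As a list they had a median log2 fold change of -1.37 and were lower with camera at its preset inter-gene correlation of 0.01 (adjusted p = 1.82e-08 over 46 lists). The adjusted p was 0.296 with an estimated correlation.

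**Figure D2:**
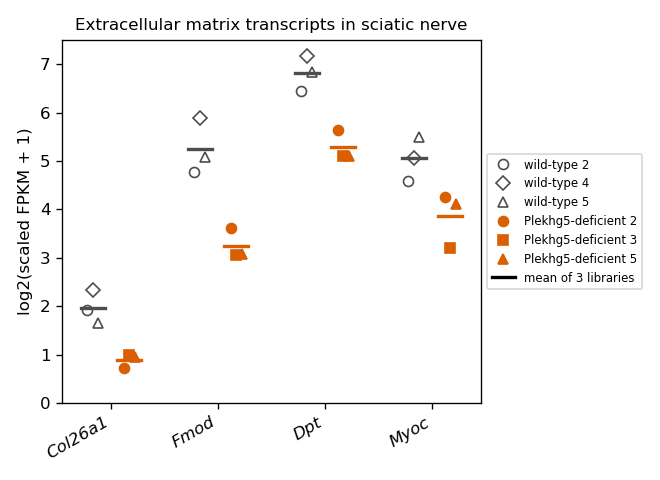
Scaled FPKM, as log2(FPKM + 1), of Col26a1, Fmod, Dpt and Myoc in each of 3 wild-type and 3 Plekhg5-deficient sciatic nerves. Each symbol is 1 library and each bar the mean of 3. Every Plekhg5-deficient nerve lies below every wild-type nerve.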

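Gbp3, Gbp5 and Gbp6, which encode interferon-inducible guanylate-binding proteins, were highest in wild-type nerve 2. Gbp3, on chromosome 3 of GRCm38 from 142560052 to 142573209, was at 18.0, 3.66 and 5.82 FPKM in wild-type nerves 2, 4 and 5 and at 1.71, 2.07 and 2.99 FPKM in Plekhg5-deficient nerves 2, 3 and 5. The means of Gbp5 and Gbp6 were 3.15-fold and 3.45-fold lower in Plekhg5-deficient nerves. Among 4 chemokines, Cx3cl1, the membrane-bound fractalkine (chromosome 8, 94772009 to 94782423), had 7.49 FPKM ± 1.17 (SD, n = 3) in wild-type and 1.99 ± 0.494 (SD, n = 3) in Plekhg5-deficient nerves, with no overlap (log2 fold change -1.51, standard error 0.21, adjusted p = 0.234 from limma). Ccl5 was at 155 FPKM in wild-type nerve 5 and at 8.22 and 5.79 in wild-type nerves 2 and 4, against 2.44, 4.23 and 10.5 in Plekhg5-deficient nerves. Ccl22 was at 13.5 FPKM in wild-type nerve 5 and at most at 0.813 elsewhere, and Cxcl9 was highest in wild-type nerve 2 (15.7 FPKM). The cell surface transcripts Cd209b, H2-Oa, Siglec1, Timd4 and Ms4a1 were each at least 2-fold higher in wild-type nerve 5 than in every other library. Cd209b, a C-type lectin of macrophages, was at 88.5 FPKM there and between 1.00 and 2.60 in the other libraries. Siglec1, a sialic acid-binding lectin of macrophages, was at 4.21 there and between 0.332 and 0.663 elsewhere. None of these 12 genes passed over all genes tested. Adjusted over the list alone, 2 of the 3 guanylate-binding proteins, 1 of the 4 chemokines (Cx3cl1) and 0 of the 5 surface proteins passed with limma (0 of the 5 at an unadjusted p under 0.05), and as the paper chose them on these libraries, this is not independent evidence. With camera the guanylate-binding proteins (median log2 fold change -1.13, adjusted p = 0.000839), the chemokines (-1.48, adjusted p = 0.000106) and the surface proteins (-1.05, adjusted p = 0.0209) were lower. With an estimated correlation the adjusted p was 0.593, 0.419 and 0.700. Without wild-type nerve 5 the surface proteins had a median of -0.013 (adjusted p = 0.890 from camera) and the chemokines of -0.92 (adjusted p = 0.000425), the log2 fold changes of H2-Oa and Siglec1 were 0.12 and 0.028, and without wild-type nerve 2 the guanylate-binding proteins had a median of -0.75 (adjusted p = 0.00293). The surface proteins also did not pass without Plekhg5-deficient nerve 3 (median -1.01, adjusted p = 0.0647) or 5 (-1.11, adjusted p = 0.0519), and had medians of -1.60 and -1.66 without wild-type nerves 2 and 4.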

The downregulated transcripts enriched in snMac were associated with the interferon response (*Gpb3, Gpb5, Gpb6)*, chemokines (*Ccl22, Ccl5, Cxcl9, Cx3cl1*), and cell surface proteins (*CD209b, H2-Oa, Siglec1, Timd4, Ms4a1*; Supplementary Figure S1B). Among them, we also detected the transcript encoding for *Pla2g2d*, encoding an extracellular phospholipase, secreted by macrophages for myelin breakdown (Martini et al., 2008). 

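Pla2g2d lies on chromosome 4 of GRCm38 from 138775735 to 138782046. It was at 3.74, 6.22 and 23.7 FPKM in wild-type nerves 2, 4 and 5 and between 1.72 and 1.91 FPKM in the Plekhg5-deficient nerves, so that every Plekhg5-deficient nerve was below every wild-type nerve. The means were 11.2 ± 10.9 and 1.81 ± 0.0976 FPKM (SD, n = 3 each), 6.20-fold lower in Plekhg5-deficient nerves. The log2 fold change was -1.75 (standard error 0.58) and did not pass over all genes tested (adjusted p = 0.897 from limma). Without wild-type nerve 5 it was -1.07.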

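Cd3e and Cd3g, which encode chains of the T-cell receptor complex, Cd4, the co-receptor of helper T-cells, and Lck, a kinase of T-cell receptor signaling, were high in 1 of the 6 nerves. Cd3e, on chromosome 9 of GRCm38 from 44998743 to 45009590, was at 17.3 FPKM in wild-type nerve 5, at 0.816 and 0.445 in wild-type nerves 2 and 4, and at 0.471, 0.513 and 1.57 in Plekhg5-deficient nerves 2, 3 and 5. Cd3g was at 29.6 FPKM in wild-type nerve 5 and at most at 0.836 elsewhere. Cd4 and Lck were at 7.62 and 11.5 FPKM there and at most at 0.259 and 0.888 elsewhere. Of 24 T-cell markers, all 24 were at least 2-fold higher in wild-type nerve 5 than in every other library. The same held for 14 of 15 B-cell markers and for 9 of 11 markers of lymph node stroma and dendritic cells. Cd79b, a chain of the B-cell receptor, was at 53.2 FPKM in wild-type nerve 5 and between 1.23 and 2.55 in the others, and Ccl21a, a chemokine of lymph node stroma, at 208 and between 21.2 and 82.2. None of the 4 paper transcripts passed over all genes tested (adjusted p = 0.974 each from limma) and 0 passed adjusted over the list alone or at an unadjusted p under 0.05, a list that the paper chose on these libraries and that is therefore not independent evidence. With camera they were lower as a list (median log2 fold change -1.10, adjusted p = 0.0279; adjusted p = 0.700 with an estimated correlation). The T-cell markers (median -0.80, adjusted p = 1.21e-05), the B-cell markers (-0.98, adjusted p = 0.000639) and the lymph node markers (-0.96, adjusted p = 0.00355) were also lower with camera, each with an adjusted p of 0.700 with an estimated correlation and with 0 members at an unadjusted p under 0.05. Without wild-type nerve 5 the median of the paper's 4 transcripts was -0.088 (adjusted p = 0.438 from camera), and those of the T-cell, B-cell and lymph node markers were -0.043, -0.011 and -0.047 (adjusted p = 0.890 each). The paper's 4 also did not pass without Plekhg5-deficient nerve 2, 3 or 5 (medians -1.08, -1.10 and -1.27, adjusted p between 0.0676 and 0.0788), and without wild-type nerves 2 and 4 the T-cell markers had medians of -1.21 and -1.26 and the lymph node markers of -1.52 and -1.49.

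**Figure D3:**
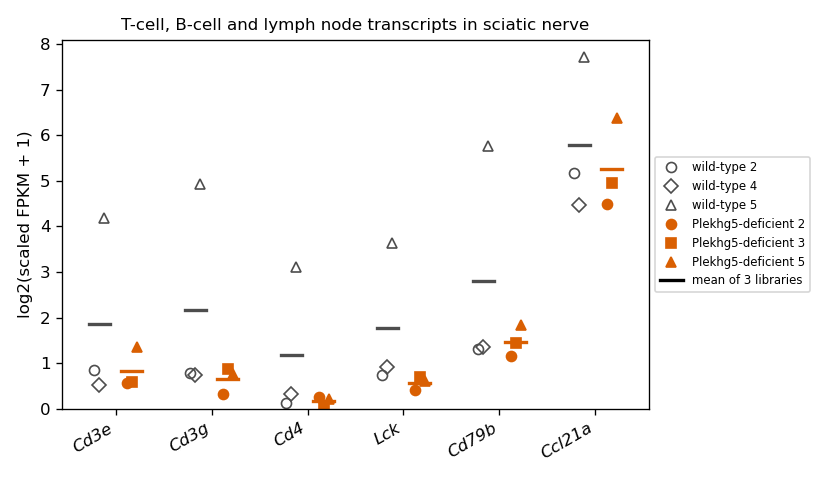
Scaled FPKM, as log2(FPKM + 1), of the T-cell transcripts Cd3e, Cd3g, Cd4 and Lck, the B-cell transcript Cd79b and the lymph node chemokine Ccl21a in each of 3 wild-type and 3 Plekhg5-deficient sciatic nerves. Each symbol is 1 library and each bar the mean of 3. Wild-type nerve 5 lies above the other 5 libraries for each gene.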

Among the downregulated transcripts, which were not expressed in iSC or snMac, we detected a reduced expression of T-cell–associated transcripts (*CD3e, CD3g, CD4, Lck*). 

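Of the paper's 95 downregulated transcripts, 7 were among 72 tested target genes of NF-κB: Ccr7, Ccl22, Ccl5, Cxcl9, Cx3cl1, Cd274 and Egr1. Ccr7, a chemokine receptor of lymphocytes and dendritic cells, was at 8.38 FPKM in wild-type nerve 5, which is 31.7 times the next library. Ccl22 and Ccl5 were highest in the same nerve, at 16.6 and 14.7 times the next. Cd274, which encodes the checkpoint ligand PD-L1, was highest in wild-type nerve 2 (22.5 FPKM, 5.51 times the next), and Egr1, an immediate early transcription factor, in wild-type nerve 4 (30.0 FPKM, 2.14 times the next). For Cx3cl1 the highest wild-type nerve was 1.17 times the next. An overlap of 0.321 would be the mean of random lists of 95 of the 21285 genes tested (odds ratio 25.8, one-sided Fisher's exact p = 3.28e-08). Of the paper's 61 upregulated transcripts, 0 were among the targets (0.206 for random lists). The target list was written from general knowledge after Supplementary Table S2 had been read and stands in place of the paper's own list, and the test treats as independent genes of which 3 rest on wild-type nerve 5.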

Overall, the downregulated genes were enriched for validated target genes of the transcription factor NF-κB (Supplementary Figure S1C).

**Figure 4:**
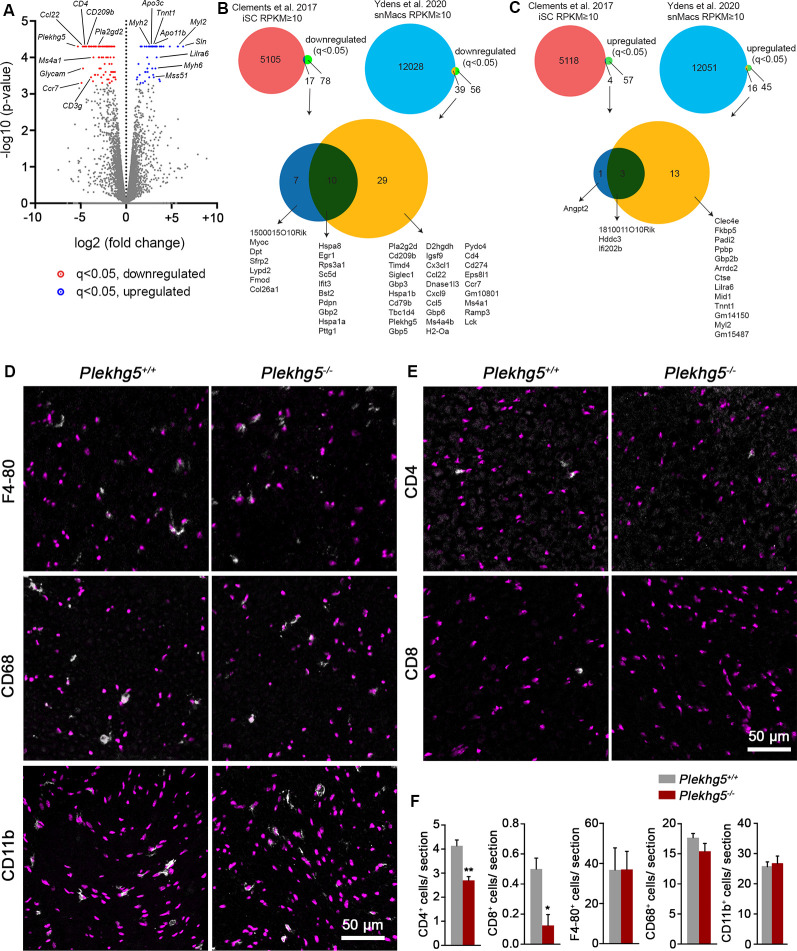
Lack of Plekhg5 results in a reduced immune response within the sciatic nerve. **(A)** Volcano plot showing the significance of transcript change [−log_10_(*p*-value)] vs. the magnitude of change [log_2_(fold change)]. Downregulated transcripts with *q* < 0.05 are marked in red, upregulated transcripts with *q* < 0.05 are marked in blue. Data points for transcripts with log2FC <−10 or >10 (all of which were not significantly altered) were omitted for visualization purposes. Three animals per genotype were analyzed. **(B,C)** Venn diagrams depicting the number of downregulated **(B)** or upregulated **(C)** genes enriched in iSCs and snMac (upper panel). Overlap between the downregulated **(B)** or upregulated **(C)** transcripts found in iSCs and/or snMacs (lower panel). iSCs—isolated Schwann cells. snMacs—sciatic nerve Macrophages. **(D,E)** Immunohistochemical stainings of sciatic nerve cross-sections for the macrophage markers F4–80, CD-68, and CD11b and the T-lymphocyte markers CD4 and CD8. **(F)** For each marker, at least eight sections per animal were analyzed. Three animals per genotype (*n* = 3, unpaired, two-tailed *t-test*). *p < 0.05; **p < 0.01.

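Angpt2, which encodes angiopoietin 2, a secreted ligand acting on blood vessels, lies on chromosome 8 of GRCm38 from 18690263 to 18741562. It was at 15.6, 11.2 and 9.24 FPKM in Plekhg5-deficient nerves 2, 3 and 5 and at 2.26, 3.31 and 3.48 FPKM in wild-type nerves 2, 4 and 5, so that every Plekhg5-deficient nerve was above every wild-type nerve. The means were 12.0 ± 3.27 and 3.02 ± 0.661 FPKM (SD, n = 3 each), 3.98-fold higher in Plekhg5-deficient nerves. The log2 fold change of 1.68 (standard error 0.25) did not pass over all genes tested (adjusted p = 0.268 from limma).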

Of the 61 transcripts upregulated in Plekhg5-deficient sciatic nerves, 13 transcripts showed an overlap with transcripts enriched in snMacs, and only one of the upregulated transcripts (*Angpt2*) could be identified as iSC-enriched. Three transcripts were detected in both cell types (Figure 4C). The upregulated transcripts, which could not be assigned to iSCs or snMacs, appeared to be predominantly muscle-enriched transcripts (*Sln, Mss51, Myh2, Myh6, Myh7*; Supplementary Figure S1A).

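The muscle transcripts were highest in Plekhg5-deficient nerve 5. Sln, which encodes sarcolipin, an inhibitor of the calcium pump of muscle, lies on chromosome 9 of GRCm38 from 53850251 to 53853844. It was at 309 FPKM in Plekhg5-deficient nerve 5, at 9.97 and 1.35 in Plekhg5-deficient nerves 2 and 3, and at 0.834, 0.113 and 3.18 in wild-type nerves 2, 4 and 5. Myh7, the myosin heavy chain of slow muscle, was at 20.8 FPKM in Plekhg5-deficient nerve 5 and at 0.168 and 0.0270 in Plekhg5-deficient nerves 2 and 3. Myh6 and Mss51 were at 6.52 and 11.3 FPKM there, and at most at 0.393 and 2.04 elsewhere. Myh2, a myosin heavy chain of fast muscle, was at 69.8 FPKM there, at 8.18 and 0.298 in the other Plekhg5-deficient nerves and at 10.8, 2.32 and 16.2 in wild-type nerves. Acta1, the actin of skeletal muscle, was at 11585 FPKM in Plekhg5-deficient nerve 5, at 582 and 65.3 in Plekhg5-deficient nerves 2 and 3, and at 4470, 753 and 2142 in wild-type nerves 2, 4 and 5. Of the slow muscle genes, 10 of 13 were at least 2-fold higher in Plekhg5-deficient nerve 5 than in every other library, as were 9 of 14 fast muscle genes, 13 of 15 genes of all skeletal muscle and 12 of 12 erythroid genes. Hba-a1, a haemoglobin gene, was at 86939 FPKM there and at most at 9243 elsewhere. The slow muscle gene Casq2, the calcium store protein calsequestrin 2, differed from this pattern, at 52.3, 38.3 and 55.9 FPKM in the Plekhg5-deficient nerves and 24.3 ± 1.54 (SD, n = 3) in wild-type nerves. None of these genes passed over all genes tested with limma. Of the 10 muscle transcripts that the paper names, all but Ankrd2 are in its table, chosen on these libraries and so not independent evidence. The 10 had 0 members passing adjusted over the list alone (0 at an unadjusted p under 0.05). They were higher with camera (median log2 fold change 1.17, adjusted p = 0.00998; adjusted p = 0.707 with an estimated correlation), and without Plekhg5-deficient nerve 5 the median was 0.045 (adjusted p = 0.768). The slow muscle genes were higher (median 1.31, adjusted p = 0.00686, with 1 member, Casq2, passing adjusted over the list alone) and the fast muscle genes lower (median -1.28, adjusted p = 0.0316, 0 members adjusted over the list alone or at an unadjusted p under 0.05), both with adjusted p = 0.707 with an estimated correlation. The genes of all skeletal muscle (median -0.82, adjusted p = 0.0787) and the erythroid genes (0.49, adjusted p = 0.0553) did not pass. Without Plekhg5-deficient nerve 5 the slow muscle genes had a median of -0.077 (adjusted p = 0.510), and camera called the fast muscle genes (-3.19, adjusted p = 2.57e-10), the genes of all skeletal muscle (-2.37, adjusted p = 1.14e-10) and the erythroid genes (-0.80, adjusted p = 2.11e-05) lower. These p-values take a correlation of 0.01, while that estimated with all 6 libraries was 0.983, 0.974 and 0.969 for these lists, so they overstate the evidence. The mean fast muscle score was -1.53 and -4.27 in Plekhg5-deficient nerves 2 and 3, and 1.02, -1.54 and 0.519 in wild-type nerves 2, 4 and 5. Without Plekhg5-deficient nerve 3 the fast muscle genes (0.39, adjusted p = 0.365) and those of all skeletal muscle (0.47, adjusted p = 0.211) turned, the erythroid genes were called higher (1.38, adjusted p = 0.000284), and the paper's and the slow muscle genes had medians of 2.03 and 2.12. Without wild-type nerve 4 the paper's (1.05, adjusted p = 0.0820) and the slow muscle genes (adjusted p = 0.0700) did not pass, and those of all skeletal muscle (-1.46, adjusted p = 0.00466) and the fast muscle genes (-2.02) were lower. The fast muscle genes did not pass without wild-type nerve 2 (-0.70, adjusted p = 0.364), wild-type nerve 5 (adjusted p = 0.211) or Plekhg5-deficient nerve 2 (-1.10, adjusted p = 0.109), and without the last the erythroid genes were higher (1.13, adjusted p = 0.00207).

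**Figure D4:**
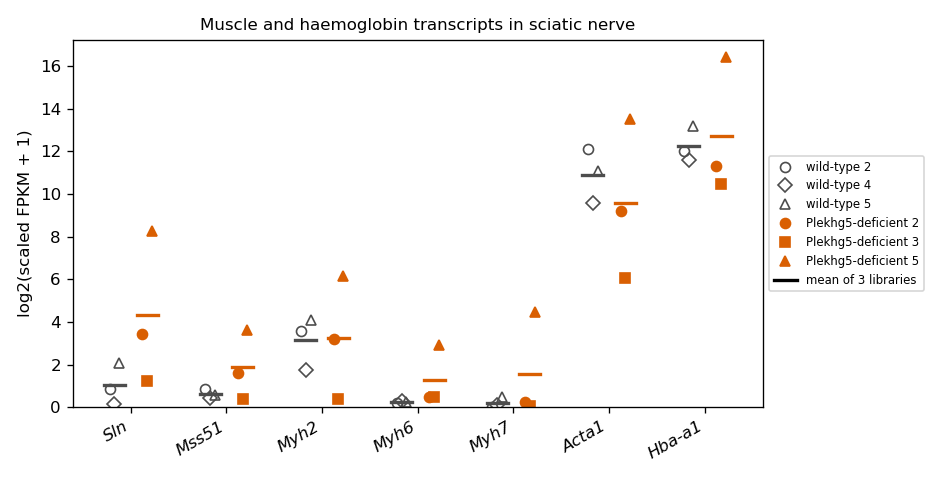
Scaled FPKM, as log2(FPKM + 1), of the muscle transcripts Sln, Mss51, Myh2, Myh6, Myh7 and Acta1 and the haemoglobin transcript Hba-a1 in each of 3 wild-type and 3 Plekhg5-deficient sciatic nerves. Each symbol is 1 library and each bar the mean of 3. Plekhg5-deficient nerve 5 lies above the other 5 libraries for each gene.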

In addition, several of the up- and downregulated transcripts overlapped with transcriptional changes upon nerve injury (Arthur-Farraj et al., 2017; Supplementary Figures S1D–G). Notably, we detected Plekhg5 among the downregulated genes after nerve injury.

Taken together, a greater proportion of the dysregulated transcripts could be assigned to snMacs than to iSCs, suggesting that, at least on the transcriptional level, Plekhg5 depletion has a higher impact on macrophages than on Schwann cells.

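Macrophage and Schwann cell markers, taken as groups, did not pass the test in either direction with all 6 libraries. Of 20 macrophage markers, 9 had a log2 fold change below 0 and 11 above. Lyz2, the lysozyme of macrophages, had 193 FPKM ± 79.2 (SD, n = 3) in wild-type and 203 ± 111 (SD, n = 3) in Plekhg5-deficient nerves, and C1qb, a complement gene of macrophages, 85.7 ± 39.5 and 84.0 ± 44.2 FPKM. Both were highest in wild-type nerve 5 and Plekhg5-deficient nerve 5. The median log2 fold change of the markers was 0.082 (adjusted p = 0.598 from camera; adjusted p = 0.892 with an estimated correlation), and the direction depended on single libraries. Without wild-type nerve 5 the markers were higher (median 0.37, adjusted p = 0.00494), without Plekhg5-deficient nerve 5 lower (-0.37, adjusted p = 0.0484), and without wild-type nerve 2 or 4 the test read them as lower (medians -0.17 and 0.010, adjusted p = 0.419 and 0.977). Of 20 Schwann cell myelin genes, 11 had a log2 fold change above 0 (median 0.18, adjusted p = 0.192), and they were higher without wild-type nerve 4 (0.44, adjusted p = 4.08e-05) or Plekhg5-deficient nerve 5 (0.40, adjusted p = 0.00132), and turned without wild-type nerve 2 or Plekhg5-deficient nerve 2 (adjusted p = 0.982 and 0.976). Mbp, which encodes myelin basic protein, had 3553 ± 1015 and 3028 ± 609 FPKM (SD, n = 3 each). The 14 genes of repair Schwann cells had a median of 0.021 and a mean of -0.050, and the test read them as lower (adjusted p = 0.764). Among these, Olig1, a transcription factor chosen here after its value was seen, had 1.27 ± 0.651 and 0.0601 ± 0.0530 FPKM and was the single member of the 3 lists that passed adjusted over the list alone. The paper compared its dysregulated transcripts with published lists of transcripts enriched in isolated Schwann cells and in sciatic nerve macrophages, which are not used here. Because a larger proportion fell in the macrophage list, the paper proposes that Plekhg5 depletion has a higher impact on macrophages than on Schwann cells at the transcriptional level.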

To address whether this signature is caused by an altered number of macrophages, we quantified the number of F4/80-, CD11b-, and CD68-positive cells in sciatic nerve cross-sections (Figures 4D,F; Supplementary Figure S2). Because we also found a downregulation of several T-cell–attracting chemokines and T-cell markers, we examined the number of CD4- and CD8-positive cells in addition (Figures 4E,F). We found an unaltered number of macrophages in sciatic nerve from Plekhg5-deficient mice but a reduced number of both CD4- and CD8-positive cells (Figures 4E,F; Supplementary Figure S2). In line with reduced macrophage activity in cultured nerve segments upon Plekhg5 depletion, these results indicate a macrophage dysfunction, which lead to a reduced T-cell infiltration into the nerve.

## Discussion

Proper myelination requires balanced Erk1/2 and Akt signaling in Schwann cells. Hyperactivation of the PI3 kinase pathway in mice with a targeted disruption of Pten in Schwann cells resulted in increased levels of Akt signaling, leading to focal hypermyelination, myelin outfoldings, and tomacula in peripheral nerves (Goebbels et al., 2012). In contrast, hyperactivation of Erk1/2 signaling by an inducible Raf-kinase transgene in myelinated Schwann cells resulted in Schwann cell dedifferentiation and severe demyelination in the absence of axonal damage (Napoli et al., 2012).

An enhanced signaling by Erk1/2 has been reported in several mouse models for HMSN with myelin abnormalities, such as myelin infoldings, outfoldings, or tomacula (Fischer et al., 2008; Nadra et al., 2008; Lee et al., 2012, 2013). Of particular interest is the CMT1C model due to expression of the human mutant SIMPLE protein. CMT1C mice display a similar phenotype to peripheral nerves from Plekhg5-deficient mice with infolding of the myelin sheath (Lee et al., 2013). SIMPLE recruits components of the ESCRT machinery to endosomal membranes regulating endosome-to-lysosome delivery (Lee et al., 2012). Endosome-to-lysosome trafficking of cell surface receptors is a major mechanism to regulate the intensity and duration of signal transduction (Miaczynska et al., 2004). When cell surface receptors are internalized upon ligand binding and accumulate due to impaired trafficking or degradation while the signaling capability persists, the overall intensity of downstream signal transduction is enhanced. Such an effect has been observed upon depletion of SIMPLE in Schwann cells, which causes an impaired delivery of ErbB3-endosomes to lysosomes. These defects in ligand-induced receptor degradation result in prolonged Erk1/2 activation (Lee et al., 2012). In this context, it is tempting to speculate that the increased levels of phosphorylated Akt and Erk in sciatic nerves of Plekhg5-deficient mice are caused by an impaired turnover and/or trafficking of signaling endosomes. This hypothesis is supported by the accumulation of Lamp1^+^ vesicles in the sciatic nerves of Plekh5-deficient mice, which suggests an impaired clearing of organelles from the endosomal pathway. Such a scenario is in agreement with our previous study identifying Plekhg5 as a regulator of synaptic vesicle turnover (Lüningschrör et al., 2017). Nevertheless, more experimental work is necessary to validate this hypothesis.

Our data suggest that the impaired autophagy also affects the myelin degradation as an additional mechanism contributing to the infolding of the myelin sheath. We observed reduced LC3-II levels in sciatic nerve lysates of Plekhg5-deficient mice and a reduced number of autophagosomes in cultured Schwann cells. In addition, we detected an enrichment of Lamp1 in sciatic nerve lysates and accumulation of Lamp1^+^ vesicles in sciatic nerve cross-sections. In cultured nerve segments, loss of Plekhg5 resulted in impaired degradation of myelinated axons, supporting the idea of a defective myelin turnover. In contrast to the accumulation of Lamp^+^ organelles, we found no enrichment of p62, suggesting that there is no general proteostasis impairment in Plekhg5-deficient sciatic nerves. These findings are in agreement with previous reported results showing that Plekhg5 affects synaptic vesicle turnover in motoneurons without disturbing general proteostasis (Lüningschrör et al., 2017).

Schwann cell autophagy–mediated myelin degradation was described as the initial response to injury (Gomez-Sanchez et al., 2015). However, after this initial phase, myelin is being degraded *via* phagocytosis mediated by macrophages (Brosius Lutz and Barres, 2014). To initiate myelin clearance by macrophages, Schwann cells reportedly have the capability to act as facultative antigen-presenting cells, expressing MHC complex II molecules (Bergsteinsdottir et al., 1992; Meyer zu Hörste et al., 2010). In addition, several myelin proteins were described as autoantigens in neuropathologies (Braun et al., 1982; de Rosbo and Ben-Nun, 1998; Kaushansky et al., 2010). Antigens presented by Schwann cells are recognized by T-lymphocytes to initiate macrophage-mediated degradation. In mouse models of demyelinating PNS disorders, both T-lymphocytes and macrophages play a crucial role in myelin breakdown (Wang Ip et al., 2006). In mice heterozygously deficient in P0, an animal model for a subtype of hereditary neuropathy, T-lymphocytes are present in the demyelinating nerves (Shy et al., 1997). Correlating with age-dependent neuropathy in *P0*^+/−^ mice, the infiltration of both cell types increases with age (Schmid et al., 2000; Carenini et al., 2001). In line with these observations, depletion of T-cells in *P0*^+/−^ mice leads to improved myelin maintenance (Schmid et al., 2000). Furthermore, *P0*^+/−^ mice deficient for the macrophage colony factor display a reduced number of macrophages in peripheral nerves and a less severe demyelination (Carenini et al., 2001). Similar to *P0*^+/−^ mice, we detected an approximate 50% reduction of P0 in Plekhg5-deficient mice. Despite this reduction, which apparently triggers an immune response in *P0*^+/−^, no signs of immune cell infiltration was observed upon depletion of Plekhg5, even in 24-month-old animals. Consistently, we detceted no sign for a demyelination in Plekhg5-deficient mice.

Using RNA-seq, we identified the downregulation of several macrophage-enriched transcripts. Among these, we detected T-cell–attracting chemokines and also a number of cell surface proteins such as Siglec-1, involved in T-cell interaction or pathogen recognition. 

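T-cell-attracting chemokines, genes of antigen presentation and interferon-gamma-inducible genes each had mostly negative log2 fold changes, with many members highest in wild-type nerve 5 or 2. Of 11 T-cell-attracting chemokines, 10 had a log2 fold change below 0 (median -1.19), with 5 at least 2-fold higher in wild-type nerve 5 and 2 in wild-type nerve 2 than in every other library. Cxcl10 was at 109 FPKM in wild-type nerve 2 and between 2.97 and 8.05 elsewhere. All 10 genes of MHC class II had a log2 fold change below 0 (median -0.53), and 6 of them stood at least 2-fold above every other library in wild-type nerve 5. Cd74, the invariant chain, had 402 FPKM ± 231 (SD, n = 3) in wild-type and 249 ± 19.4 (SD, n = 3) in Plekhg5-deficient nerves, and H2-Aa 309 ± 218 and 214 ± 64.6. Of 23 interferon-gamma-inducible genes, 23 had a log2 fold change below 0 (median -0.96), and 14 stood at least 2-fold above every other library in wild-type nerve 2. The GTPase genes Gbp2 and Igtp were at 98.5 and 90.5 FPKM there, and at most at 11.8 and 12.9 elsewhere. With camera the chemokines (adjusted p = 0.000761), the MHC class II genes (adjusted p = 0.000616) and the interferon-gamma-inducible genes (adjusted p = 1.46e-10) were lower. With an estimated correlation the adjusted p was 0.593, 0.668 and 0.593. Over all genes tested 0 members passed with limma, and adjusted over the list alone 1 chemokine (Cx3cl1) and 0 members of the others passed. At an unadjusted p under 0.05, 2 of the chemokines, 1 of the MHC class II genes and 5 of the interferon-gamma-inducible genes were lower. The 22 genes inducible by type I interferon (median -0.20, adjusted p = 0.141) and the 15 tested myeloid-attracting chemokines (median -0.27, adjusted p = 0.102) did not pass with all 6 libraries, and without Plekhg5-deficient nerve 5 both were lower (-0.50, adjusted p = 7.26e-05, and -0.51, adjusted p = 6.06e-05). Without wild-type nerve 5 the type I interferon genes were lower (-0.093, adjusted p = 0.0449), the medians of the T-cell-attracting chemokines and MHC class II genes were -0.11 (adjusted p = 0.0270) and -0.099 (adjusted p = 0.383), and without wild-type nerve 2 that of the interferon-gamma-inducible genes was -0.42 (adjusted p = 1.22e-05).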

Notably, depletion of Siglec-1 in P0^−/−^ mice results in an attenuated demyelination and a reduced number of CD8^+^ T-lymphocytes in peripheral nerves (Kobsar et al., 2006). We also detected a small number of Schwann cell transcripts involved in ECM assembly. 

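In a wider group of 29 genes of the extracellular matrix, 23 had a log2 fold change below 0, and for 11 of them every Plekhg5-deficient nerve was below every wild-type nerve, against 2 with every Plekhg5-deficient nerve above. Adjusted over the list alone, 8 genes were lower and 0 higher, and over all genes tested 0 passed with limma (11 lower and 1 higher at an unadjusted p under 0.05). Of the 8, 6 are in the paper's table of transcripts, chosen on these libraries and so not independent evidence: the 4 that the paper names, and the collagen genes Col6a5 and Col2a1. The other 2 are the collagen genes Col6a2 and Col6a3. All 4 of these collagen genes are named here after their values were seen. Col6a3 (chromosome 1 of GRCm38, 90765923 to 90843971) had 27.1 FPKM ± 5.00 (SD, n = 3) in wild-type and 14.3 ± 1.01 (SD, n = 3) in Plekhg5-deficient nerves, and Col6a2 (chromosome 10, 76595762 to 76623630) had 36.6 ± 7.35 and 21.5 ± 3.00 FPKM. Col6a5 and Col2a1, at lower levels, had log2 fold changes of -1.16 and -0.68 (standard errors 0.23 and 0.16). The abundant proteoglycan gene Dcn had 2284 ± 519 and 1872 ± 207 FPKM. The list as a whole was lower with camera (median log2 fold change -0.42, adjusted p = 1.13e-08). The adjusted p was 0.593 with an estimated correlation.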

Previous studies show that the ECM plays an important role not only for Schwann cell function, including myelination, but also for macrophage recruitment (Chen et al., 2015a,b). In summary, the signature of transcriptional changes observed here suggests a defective interplay between multiple cell types involving the impaired activation of macrophages, which results in an improper detection of defective myelin and consequently in a reduced recruitment of T-cells. 

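Ccl2, which encodes a chemokine that attracts monocytes, lies on chromosome 11 of GRCm38 from 82035571 to 82037453. It was at 30.4, 25.8 and 11.7 FPKM in wild-type nerves 2, 4 and 5 and at 9.40, 20.4 and 13.6 FPKM in Plekhg5-deficient nerves 2, 3 and 5. The means were 22.6 ± 9.75 and 14.5 ± 5.58 FPKM (SD, n = 3 each), with overlapping libraries. The log2 fold change was -0.57 (standard error 0.42, adjusted p = 0.974 from limma).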

Interestingly, we did not detect an upregulation of the Schwann cell–derived chemokine Ccl2, which is involved in macrophage activation in *P0*^+/−^ mice (Fischer et al., 2008). Elevated levels of Erk1/2 signaling in *P0*^+/−^ mice mediate the increased expression of Ccl2. Similar to *P0*^+/Ȓ^ mice, we also detected elevated levels of Erk1/2 in Plekhg5-deficient mice but no alterations in the level of Ccl2, suggesting an impaired transcriptional response downstream of Erk1/2 signaling. 

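Of 19 genes that respond to Erk signaling, 15 had a log2 fold change below 0 (median -0.19), and for 7 of them every Plekhg5-deficient nerve was below every wild-type nerve. Ccnd1, which encodes the cell cycle regulator cyclin D1, had 20.1 FPKM ± 3.00 (SD, n = 3) in wild-type and 11.2 ± 1.89 (SD, n = 3) in Plekhg5-deficient nerves, 1.78-fold lower. Spry1, a feedback inhibitor of receptor tyrosine kinase signaling, had 20.6 ± 6.33 and 12.9 ± 2.77 FPKM. Over all genes tested 0 members passed with limma, and 0 passed adjusted over the list alone (5 at an unadjusted p under 0.05). The list was lower with camera (adjusted p = 0.000822; adjusted p = 0.631 with an estimated correlation), and without Plekhg5-deficient nerve 5 its median was -0.075 (adjusted p = 0.0819). It was -0.41 without wild-type nerve 5 and -0.40 without Plekhg5-deficient nerve 3.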

Ccl2 is a well-established target of the transcription factor NF-kB (Ueda et al., 1994, 1997). In this context, it is of particular interest that Plekhg5 is an activator of transcription factor NF-kB (Maystadt et al., 2007), which might represent the missing link between the alteration in myelination and an enhanced Erk1/2 signaling, but without triggering the immune response described in *P0*^+/−^ mice and other models for demyelinating PNS disorders (Wang Ip et al., 2006).

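Of all 72 tested NF-κB target genes, inside and outside the paper's list of transcripts, 53 had a log2 fold change below 0, with a median of -0.25. Of these genes, 15 were at least 2-fold higher in wild-type nerve 5 than in every other library, 4 in Plekhg5-deficient nerve 5 and 3 in wild-type nerve 2. Adjusted over the list alone 1 gene, Cx3cl1, which the paper chose on these libraries, was lower and 0 were higher, and over all genes tested 0 passed with limma (9 at an unadjusted p under 0.05, each lower). The group was lower with camera (adjusted p = 6.81e-06; adjusted p = 0.669 with an estimated correlation). Its median was -0.079 without wild-type nerve 5 (adjusted p = 0.0239) and -0.40 without Plekhg5-deficient nerve 5.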

Overall, the downregulated genes upon Plekhg5 depletion were enriched for targets of NF-kB. Although we did not experimentally investigate the NF-kB signaling pathway, it is tempting to speculate that Plekhg5 depletion results in a reduced signaling by NF-kB, leading to an impaired macrophage activation, which causes a decreased expression of chemokines for T-cell attraction.

In contrast to the downregulated genes, we can only speculate on the signature of the upregulated genes. The only upregulated iSC transcript is *Angpt2*, encoding a ligand for TIE2, a receptor involved in regulating angiogenesis (Jeltsch et al., 2013). The majority of the upregulated genes are expressed in neither iSCs nor in snMac. These transcripts were, rather, myosins (*Myl2, Myh6, Myh5, Myh7*) or genes encoding for proteins associated with muscle cell function (*Egln3, Lmod2, Myoz, Ankrd2, Mss51, Sln*). Such a signature might be related to transcriptional alteration in endothelial cells, which line the interior surface of blood vessels within the nerve. 

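Myl2, the regulatory myosin light chain of slow and cardiac muscle (chromosome 5 of GRCm38, 122100951 to 122113472), was at 304 FPKM in Plekhg5-deficient nerve 5 and at most at 4.73 in the other libraries. Egln3, a prolyl hydroxylase that senses oxygen, was at 36.5 FPKM in that nerve, at 8.50 and 5.17 in Plekhg5-deficient nerves 2 and 3, and at 5.06 ± 0.290 (SD, n = 3) in wild-type nerves. Lmod2, an actin nucleator of muscle, and Myoz2, a protein of the sarcomere, were at 54.3 and 127 FPKM in Plekhg5-deficient nerve 5 and at most at 6.76 and 16.7 elsewhere. Ankrd2, a muscle ankyrin repeat protein, was at 31.7 FPKM in Plekhg5-deficient nerve 5 and at 22.5 in wild-type nerve 5, with a log2 fold change of -0.36 (standard error 1.47). The log2 ratio of its mean FPKM was 0.28. The paper's text names Ankrd2, but its table of 61 upregulated transcripts holds Ankrd1 and not Ankrd2. Ankrd1 was at 5.77 FPKM in Plekhg5-deficient nerve 5 and at most at 0.376 elsewhere. None of Myl2, Egln3, Lmod2, Myoz2 and Ankrd2 passed over all genes tested (adjusted p between 0.974 and 0.996 from limma). Without Plekhg5-deficient nerve 5 the log2 fold changes of Myl2 and Egln3 were 0.17 and 0.34, and those of Lmod2 and Myoz2 were -0.66 and -0.51.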

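Of 16 endothelial markers, 10 had a log2 fold change below 0 and 6 above. Pecam1, an adhesion molecule of endothelial junctions, had 42.0 FPKM ± 18.7 (SD, n = 3) in wild-type and 47.2 ± 24.6 (SD, n = 3) in Plekhg5-deficient nerves, and Emcn, an endothelial sialomucin, 29.9 ± 8.13 and 39.5 ± 14.5 FPKM. Angpt2, which the paper chose on these libraries, was the single marker that passed adjusted over the list alone, and 0 passed over all genes tested with limma (1 at an unadjusted p under 0.05). The median log2 fold change was -0.12, the mean 0.033, and camera read the list as lower (adjusted p = 0.734; adjusted p = 0.903 with an estimated correlation). Without Plekhg5-deficient nerve 3 the mean was 0.29 and the list was higher (adjusted p = 0.0308 from camera), and it turned without wild-type nerve 5 (adjusted p = 0.405). The 11 markers of smooth muscle and pericytes had a median of -0.25 (adjusted p = 0.396), were lower without wild-type nerve 4 (-0.67, adjusted p = 0.0296), and turned without wild-type nerve 5 (adjusted p = 0.208) or Plekhg5-deficient nerve 3 (adjusted p = 0.768).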

The actomyosin contractility of these cells determines the microvascular permeability of blood vessels by regulating cell junctions. Strikingly, Plekhg5 has an established role in cell junction regulation of endothelial cells (Ngok et al., 2012). Furthermore, hyperactivation of Erk1/2 in myelinated Schwann cells resulted in breakdown in the blood–brain barrier (Napoli et al., 2012). However, further studies are needed to experimentally test this hypothesis within the nervous system.

In conclusion, our data add further weight to the notion that the interaction between the immune system and the nervous system needs to be tightly regulated and that a dysregulation of this interplay contributes to the axon pathology in demyelinating PNS disorders and motoneuron disease.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI’s Gene Expression Omnibus, GEO Series accession number: GSE127319.

## Ethics Statement

The animal study was reviewed and approved by the Landesumweltamt (LANUV), Recklinghausen, NRW. Written informed consent was obtained by the owners for the participation of their animals in the study.

## Author Contributions

CS and PL designed and performed experiments, analyzed data, and wrote the manuscript. UW and BM performed experiments. PH designed and performed experiments. MB and SA analyzed data. MS provided critical comments and resources. BK and CK designed experiments, provided resources, and supervised the study.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Absence of Plekhg5 Results in Myelin Infoldings Corresponding to an Impaired Schwann Cell Autophagy, and a Reduced T-Cell Infiltration Into Peripheral Nerves
**Source:** Front Cell Neurosci. 2020 Jul 7;14:185. doi: 10.3389/fncel.2020.00185
**Supplement:** Supplementary file 2

## Supplementary Information

### **Absence of Plekhg5 results in myelin infoldings corresponding to an impaired Schwann cell autophagy, and a reduced T-cell infiltration into peripheral nerves**

Patrick Lüningschrör<sup>1+\*</sup>, Carsten Slotta<sup>2,3+</sup>, Peter Heimann<sup>2</sup>, Ulrich M. Weikert<sup>2</sup>, Michael Briese<sup>1</sup>, Silke Appenzeller<sup>4,5</sup>, Bita Massih<sup>1</sup>, Michael Sendtner<sup>1</sup>, Christian Kaltschmidt<sup>2+</sup>, Barbara Kaltschmidt<sup>2,3+\*</sup>

+ These authors contributed equally to this work

Barbara Kaltschmidt, Molecular Neurobiology, Department of Cell Biology, University of Bielefeld, Universitaetsstr. 25, 33501 Bielefeld, Germany,  

Patrick Lüningschrör, Institute of Clinical Neurobiology, University Hospital Wuerzburg, 97078 Wuerzburg, Germany  

## Supplementary Figure 1

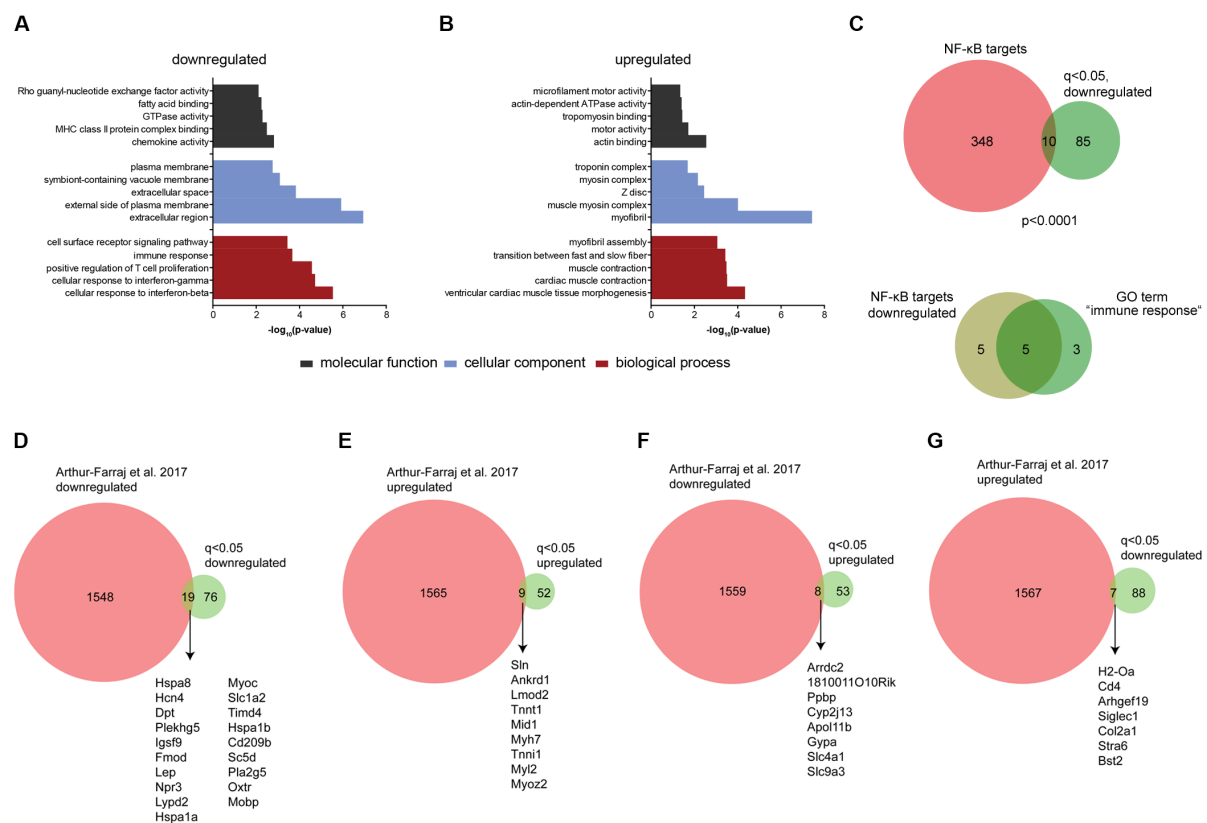

**A, B** Gene-ontology (GO) term analysis of significantly downregulated (**A**) and upregulated genes (**B**).

**C** Venn diagrams depicting the number of NF- $\kappa$ B targets within all downregulated genes (upper diagram) and within the GO term "immune response" (lower diagram).

**D** Venn diagram depicting the overlap between the downregulated transcripts upon Plekhg5 depletion and the downregulated transcripts upon nerve injury.

**E** Venn diagram depicting the overlap between the upregulated transcripts upon Plekhg5 depletion and the upregulated transcripts upon nerve injury.

**F** Venn diagram depicting the overlap between the upregulated transcripts upon Plekhg5 depletion and the downregulated transcripts upon nerve injury.

**G** Venn diagram depicting the overlap between the downregulated transcripts upon Plekhg5 depletion and the downregulated transcripts upon nerve injury.

## Supplementary Figure 2

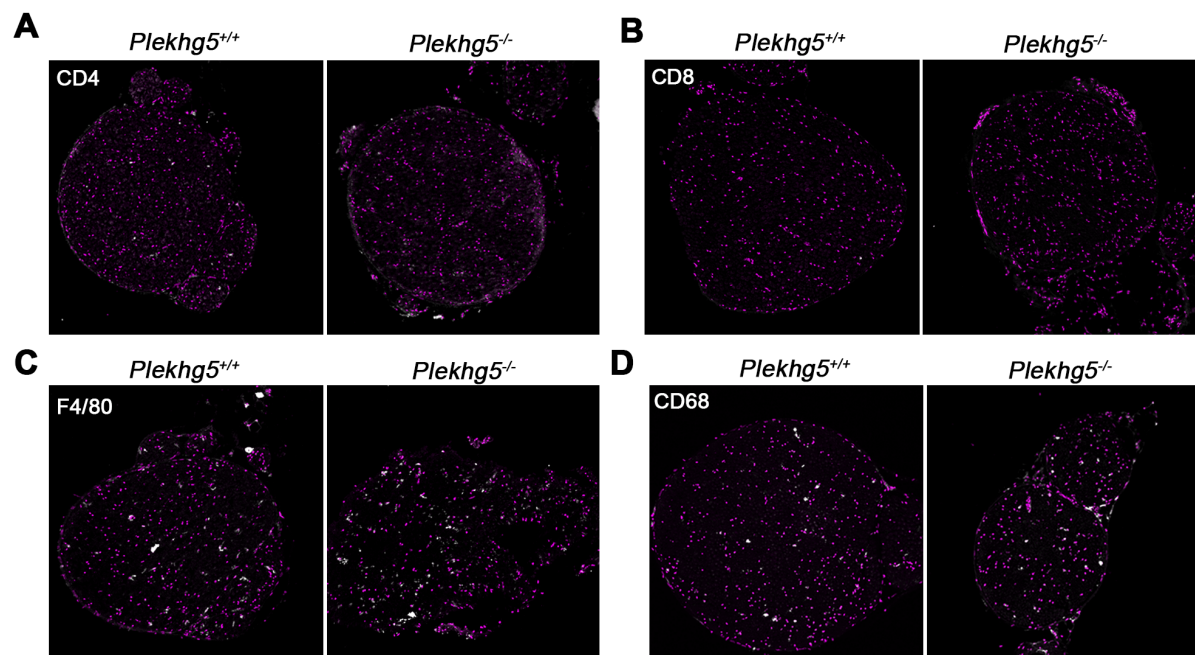

**A – D** Overview images of the immunohistochemical stainings shown in Figure 4. Sciatic nerve cross sections were stained for the T-lymphocyte markers CD4 (**A**) and CD8 (**B**), and the macrophage markers F4-80 (**C**) and CD-68 (**D**).

## Supplementary Table 1

### List of Antibodies

#### Western Blot

|                                     |                                |
|-------------------------------------|--------------------------------|
| anti-Lamp1                          | DSHB (1D4B)                    |
| anti-p62                            | Progen (GP62-C)                |
| anti-LC3                            | Novus Biologicals (NB100-2220) |
| anti-Calnexin                       | Sicgen (AB0037-200)            |
| anti-Tuj1                           | Neurogenomics (MO15013)        |
| anti-phospho Akt Ser647             | Cell Signaling, D9E, #4060     |
| anti-Akt                            | Cell Signaling, #9272          |
| anti-phospho- p42/p44 MAPK (Erk1/2) | Cell Signaling, #9106          |
| anti- p42/p44 MAPK (Erk1/2)         | Cell Signaling, L34F12, #4696  |
| anti-MPZ, P0                        | Proteintech, 10572-1-AP        |
| anti-PLP1                           | Novus Biologicals NBP1-87781   |
| anti-PMP22                          | Santa Cruz, G-6, sc-515199     |
|                                     |                                |

#### Immunohistochemisrty

|            |                    |
|------------|--------------------|
| anti-CD4   | Serotec (YTS191.1) |
| anti-CD8   | Serotec (YTS169.4) |
| anti-CD68  | Serotec (Cl:A3-1)  |
| anti-F4/80 | Serotec (FA-11)    |
| anti-MPZ   | Abcam (Ab39375)    |
| anti-CD11b | Bio-Rad (M1/70.15) |
| anti-Lamp1 | DSHB (1D4B)        |
|            |                    |

### List of Oligonucleotides

|           |                                 |
|-----------|---------------------------------|
| Ppia-Fwd  | 5'-GTCTCCTTCGAGCTGTTTGC-3'      |
| Ppia-Rev  | 5'-GTCTCCTTCGAGCTGTTTGC-3'      |
| EeF2-Fwd  | 5'-GGAACATGTCAGTCATCGCC-3'      |
| EeF2-Rev  | 5'-GGAACATGTCAGTCATCGCC-3'      |
| Plp1-Fwd  | 5'-CTCCAAAACTACCAGGACTATGAG-3'  |
| Mag-Fwd   | 5'-TGATAAGTATGAGTCCAGAGAGGTC-3' |
| Mag-Rev   | 5'-TGATAAGTATGAGTCCAGAGAGGTC-3' |
| Pmp22-Fwd | 5'-AATGTTGATCATGCCATCTCCC-3'    |
| Pmp22-Rev | 5'-CGGTGCCTGTTTCAGTTCAA-3'      |
| P0-Fwd    | 5'-AATGTTGATCATGCCATCTCCC-3'    |
| P0-Rev    | 5'-TTCTTTGGTGCTCTCTCCAGC-3'     |
|           |                                 |

How the deposited data were processed for this re-analysis (not part of the article)

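RNA sequencing of whole sciatic nerves was available for 3 wild-type and 3 Plekhg5-deficient animals, numbered 2, 4 and 5 and 2, 3 and 5. The FPKM values were made by the authors before deposit, with 1 table per library: reads were trimmed with Trim Galore 0.4.0, mapped to the mouse genome GRCm38 with STAR, and FPKM with 95% intervals were estimated per gene with the Cufflinks package, version 2.2.1. Each library was quantified on its own, and nothing in the sources says that values were scaled between libraries. The tables hold no counts. The annotation release, the strand setting and the read depth are not given in the sources used here. Of the gene identifiers, 96.2% were found in a later annotation, and 67.7% had the same coordinates there, so coordinates were taken from the authors' tables. The FPKM of 19 identifiers listed more than once were summed. Genes for which Cufflinks reported another status than OK numbered 0 in each wild-type library and 1, 2 and 6 in Plekhg5-deficient libraries 2, 3 and 5.

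Genes with a mean of at least 0.1 FPKM in either genotype were kept, the limit that the paper states for expressed genes. FPKM were divided by median-of-ratios factors, and log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 with genotype as the single term, a variance trend and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05. Means and standard deviations are of the scaled FPKM. Figures were drawn with matplotlib 3.10.9. The median standard error of a log2 fold change was 0.222. Tested on simulated libraries of the same design, 3 of 66 genes with a log2 change of 1, 36 of 67 with a change of 2 and 56 of 67 with a change of 3 were called, with 9 false calls, and 1 gene was called where none had been altered.

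Lists of genes were tested with camera from limma at its preset inter-gene correlation of 0.01, adjusted over 46 lists. Camera with an estimated correlation and fry, also from limma, were run as alternatives. Of the lists, 40 were written from general knowledge before the values of each library were examined but after the paper's supplementary table, which rests on the same libraries, had been read, and 6 hold the genes that the paper names for a theme. The 46 lists name 689 symbols, of which 6 are not in the tables. The fixed lists cover T-cells, B-cells, plasma cells, lymph node stroma and dendritic cells, macrophages, MHC class II, interferon-gamma-inducible and type I interferon-inducible genes, T-cell-attracting and myeloid-attracting chemokines, NF-κB targets, Schwann cell myelin, cholesterol synthesis, repair Schwann cells, extracellular matrix, central neurons, astrocytes, oligodendrocytes, choroid plexus and meninges, endothelium, smooth muscle and pericytes, slow, fast and all skeletal muscle, white and brown adipocytes, erythroid cells, neutrophils, mast cells, platelets, liver, epidermis, Erk-responsive, immediate early, heat shock, glucocorticoid-responsive, circadian, autophagy, lysosome and Y-linked genes. The overlap of NF-κB targets with the paper's list was tested with a one-sided Fisher's exact test, with a list written here in place of the web resource that the paper used. Genes within 10 Mb of Plekhg5 were tested in the same way.

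Genes named in the text were chosen by a rule: Plekhg5, genes that the paper names for the RNA sequencing or measures by other means, per direction the 10 genes with the largest fold change among those called with no overlap between genotypes, filled up with the genes of smallest p where fewer were called, and the 4 members of each list with the highest mean FPKM. The paper's supplementary table had been read before the rule was written. Some genes that the rule names are not reported here. Exceptions, chosen after their values were seen, are Ccr7, Cd274, Egr1, Col6a2, Col6a3, Col6a5, Col2a1, Olig1, Cck, Hif3a and Tnfrsf25. Alternatives were pseudocounts of 0.1 and 0.5, a minimum of 1 FPKM or none, FPKM as deposited, upper quartile scaling, no variance trend, a robust variance, array weights, genes of status OK alone, a replicate block over the 2 shared numbers, and leaving out each library in turn. Leaving out both libraries numbered 5 was added after the data had been seen. Gene ontology analysis and the comparisons with published lists of Schwann cell, macrophage and injury transcripts were left out, because those lists are not available here.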

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

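The tests weighed here for libraries numbered 5 and for the region around Plekhg5 were chosen after the results were seen, and that on blocks of DNA elsewhere before. The lists given with a median log2 fold change in this part were higher or lower with camera at its preset correlation, hold mostly genes that the paper does not discuss, and did not pass with an estimated correlation (adjusted p of at least 0.296 for each).

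Lymphocyte genes stood apart in wild-type nerve 5: the B-cell markers had a median log2 fold change of -0.98, the lymph node markers of -0.96 and the MHC class II genes of -0.53. Over the B-cell and lymph node lists, wild-type nerve 5 exceeded the highest other library by a median of 2.35 on the log2 scale, with 23 of 26 genes higher there, which tissue of a lymph node or a lymphoid infiltrate in that library could account for. The tables argue against a difference in T-cell score of the same size in each wild-type nerve. The mean score of Plekhg5-deficient minus wild-type nerves was -0.84 with all 6 libraries and 0.017 without wild-type nerve 5 (95% interval -0.40 to 0.43). A smaller difference stays open, since the markers were low in the other libraries (Cd4 at most at 0.259 FPKM, Trac at 3.70), where this scale understates changes. The paper counted fewer CD4- and CD8-positive cells by staining, which these values do not address. Lymph node tissue attached to the nerve and lymphocytes within that nerve were not told apart.

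Muscle genes stood apart in Plekhg5-deficient nerve 5. The genes of all skeletal muscle, a list that did not pass with camera (adjusted p = 0.0787), exceeded the highest other library there by a median of 1.44 on the log2 scale, with 14 of 15 genes higher, so that skeletal muscle in that library is a candidate source of the paper's muscle transcripts. A difference of the same size in each Plekhg5-deficient nerve stays open, since the mean score of the paper's muscle transcripts in Plekhg5-deficient minus wild-type nerves was 1.24 with all 6 libraries and -0.20 without Plekhg5-deficient nerve 5, with a 95% interval (-2.81 to 2.41) too wide to decide. Neutrophil markers were also higher (median 0.68), with 10 of 12 at least 2-fold above every other library in the same nerve, where S100a9 was at 222 FPKM, and did not pass without it (-0.17, adjusted p = 0.168) or without wild-type nerve 2 (adjusted p = 0.159) or 4 (0.0758), with medians of 1.02 and 1.06 without Plekhg5-deficient nerves 2 and 3. Whether blood in that library is their source was not tested.

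Called genes that the paper does not discuss include Gm16510 (log2 fold change 3.55), Gm7125 (3.26) and Mgarp (-1.64). DNA around the targeted allele that differs between genotypes may account for some differences near Plekhg5, where 15 of 252 genes within 10 Mb reached an unadjusted p under 0.01 against 263 of 21032 elsewhere (odds ratio 5.00, one-sided Fisher's exact p = 1.25e-06, Plekhg5 left out), among them its neighbour Tnfrsf25, on chromosome 4 from 152115934 to 152120119. It cannot account for the called genes, as 7 of the 7 other than Plekhg5 lie outside that window. For blocks of DNA elsewhere, the 100 genes of smallest p outside chromosome 4 held 9 pairs within 1 Mb, against a median of 8 in random draws. Other splits of the libraries held between 6 and 17 pairs, except that of wild-type nerve 5 and Plekhg5-deficient nerves 3 and 5 from the rest, with 224. Against that maximum the test had little power to show such blocks, and it leaves the question open.

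Plasma cell markers were higher (median 1.22) but did not pass without wild-type nerve 2 (0.43, adjusted p = 0.348) or 4 (0.52, 0.204) or Plekhg5-deficient nerve 3 (0.89, 0.0889) or 5 (0.52, 0.510), and had medians of 2.95 and 2.22 without wild-type nerve 5 and Plekhg5-deficient nerve 2, with Igkc at 889 and 724 FPKM in Plekhg5-deficient nerves 3 and 5, 469 in wild-type nerve 5 and between 26.1 and 53.4 in the other libraries. Central neuron markers were lower (median -0.51), as were astrocyte (-0.49), oligodendrocyte (-0.52) and choroid plexus and meninges markers (-0.19). Glucocorticoid-responsive genes were higher (median 1.01). Cholesterol synthesis genes (median -0.30), white adipocyte markers (-0.26), liver markers (-0.41, with 8 of 9 at least 2-fold above every other library in wild-type nerve 2), immediate early genes (-0.30) and heat shock genes (-0.30) were lower. With 1 library left out, calls were lost for the choroid plexus (without wild-type nerve 4, adjusted p = 0.0774, or Plekhg5-deficient nerve 5, 0.119), cholesterol (wild-type nerves 2, 0.254, and 4, 0.198; Plekhg5-deficient nerve 5, 0.859), white adipocyte (wild-type nerve 4, 0.120; Plekhg5-deficient nerve 3, 0.541), liver (wild-type nerve 2, 0.116; Plekhg5-deficient nerve 3, 0.0788), immediate early (wild-type nerve 4, 0.0582) and heat shock lists (wild-type nerves 2, 0.253, and 4, 0.204; Plekhg5-deficient nerves 2, 0.113, and 5, 0.182). Medians were -0.18 each (cholesterol and heat shock) without wild-type nerve 2 or 4, -0.52 (immediate early) without wild-type nerve 2, -0.65 (liver) and -0.20 (immediate early) without wild-type nerve 4, and -0.67 (cholesterol) and -0.69 (heat shock) without wild-type nerve 5. They were -0.59 (cholesterol), -0.62 (heat shock) and 0.28 (white adipocyte, turned) without Plekhg5-deficient nerve 3, and 0.078 (cholesterol, turned), -0.83 (white adipocyte) and -0.54 (immediate early) without Plekhg5-deficient nerve 5.

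Of the 10 splits of the 6 libraries into 3 and 3, the real split alone, 1 of 10, called as many as 8 genes, and the highest other split called 6. The splits are too few for a share under 0.05. At an unadjusted p under 0.05 with limma the real split reached 1087 genes. The split of wild-type nerves 2 and 4 and Plekhg5-deficient nerve 3 from the rest reached 2246. Splits of both libraries numbered 5 with wild-type nerve 2 and with wild-type nerve 4 from the rest reached 2101 and 2062. In each of these the libraries numbered 5 stand on 1 side, while Plekhg5-deficient nerve 2 stands with them in the first alone. The split of both with Plekhg5-deficient nerve 3 from the rest reached 845.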

How the results depend on the processing

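The settings without both libraries numbered 5 and with an unadjusted p under 0.01 near Plekhg5 were chosen after the data were seen, and the other settings before. Fewer or more genes were called under several settings, and the cause was not tested except where a setting uses fewer samples. Genes lower in Plekhg5-deficient nerves numbered 1 with a pseudocount of 0.1, 1 with a minimum of 1 FPKM, 0 without a filter (2 higher, 711 lower at an unadjusted p under 0.05 with limma), 1 with a robust variance, 8 with array weights (14 higher), and 0 without both libraries numbered 5 (735 at an unadjusted p under 0.05). FPKM as deposited, upper quartile scaling, a pseudocount of 0.5, no variance trend and genes of status OK alone each called 2 lower and 5 or 6 higher genes. Leaving out 1 library gave 0 lower genes in each case, so that Plekhg5 itself was missed, and between 0 (without wild-type nerve 2 or 4) and 5 higher genes. Camera called 24 lists lower and 5 higher, of which 0 and 0 passed with an estimated correlation and 0 and 0 with fry. Lists called higher numbered 3 with array weights, 3 without both libraries numbered 5, and between 2 and 7 when 1 library was left out, and lists called lower between 18 and 24. Of the paper's 95 transcripts, between 79 and 94 were lower, and of its 61 between 46 and 58 higher. FPKM as deposited moved the median log2 fold change of all genes from 0.0065 to -0.094, and fold changes are given relative to the scaled median. Near Plekhg5, with Plekhg5 left out, the odds ratio at an unadjusted p under 0.01 was 5.00 within 10 Mb and 3.51 within 20 Mb (one-sided Fisher's exact p = 4.72e-06), and at an adjusted p under 0.05 the single gene in either window was Plekhg5 itself, so that threshold says nothing of its neighbours. The NF-κB overlap was 7 against each of 3 backgrounds. Depth limits low genes, and the precision of wild-type nerve 5 was the lowest.

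The wild-type and Plekhg5-deficient libraries share the numbers 2 and 5, and nothing says that a number marks a litter or a day. With the number as a replicate block, 0 genes were lower and 2 higher (772 and 400 at an unadjusted p under 0.05 with limma), and 8 lists were higher. The deviations from the genotype means correlated at 0.073 between the libraries numbered 2 and at 0.58 between those numbered 5, against 0.46 for wild-type nerve 4 and Plekhg5-deficient nerve 2.

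The direction that the test read turned for the results below, given with their mean (lists) or single log2 fold change (genes), and the cause was not tested. With array weights, the lists macrophage (0.0062), endothelial (0.18), smooth muscle (0.060), erythroid (-0.18) and lysosome (-0.0081) and the genes Mag (0.054), Sqstm1 (-0.047), Map1lc3a (-0.016), Map1lc3b (-0.045), Cd68 (-0.24), Lyz2 (-0.093), Hba-a1 (-0.42) and S100a9 (-0.024) turned. With FPKM as deposited, the lists repair Schwann cell (-0.14) and lysosome (-0.14) and the genes Myh2 (-0.063), Ppia (-0.027), Sqstm1 (-0.041), Map1lc3a (-0.019), Map1lc3b (-0.10), Lyz2 (-0.15), Pecam1 (-0.064) and Nefl (-0.015) turned. With the replicate block, the lists endothelial (0.20), white adipocyte (0.15) and brown adipocyte (0.13) and the genes Mag (0.064), Ppia (-0.067), Lamp1 (0.014), Map1lc3a (-0.17), Map1lc3b (-0.069), Stmn2 (-0.55) and Nefl (-0.97) turned. With fry, the list endothelial (0.033) turned. With a minimum of 1 FPKM, the list platelet (0.17) turned. With a pseudocount of 0.1, the genes Myh2 (-0.30) and Nefl (-0.087) turned. With a pseudocount of 0.5, the gene Myh2 (-0.043) turned.

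When 1 library was left out, the direction turned for these lists, given as the lowest and highest mean log2 fold change: macrophage -0.23 to 0.37, Schwann cell myelin -0.030 to 0.40, cholesterol synthesis -0.62 to 0.051, repair Schwann cell -0.21 to 0.15, endothelial -0.16 to 0.29, smooth muscle -0.55 to 0.26, slow skeletal muscle -0.24 to 2.13, fast skeletal muscle -2.91 to 0.36, pan-skeletal muscle -2.47 to 0.51, white adipocyte -0.90 to 0.024, brown adipocyte -0.90 to 0.33, erythroid -0.75 to 1.28, neutrophil -0.18 to 0.96, mast cell -0.43 to 0.13, platelet -0.22 to 0.49, circadian clock -0.28 to 0.026 and lysosome -0.010 to 0.059. Of these, the cholesterol synthesis, slow muscle and neutrophil lists, called with all libraries, turned without Plekhg5-deficient nerve 5, and the fast muscle and white adipocyte lists without Plekhg5-deficient nerve 3. The direction also turned for these genes, given as the lowest and highest log2 fold change: H2-Oa -1.66 to 0.12, Siglec1 -0.89 to 0.028, Cd3e -1.68 to 0.14, Myh2 -1.37 to 1.54, Myh7 -0.077 to 2.12, Lmod2 -0.66 to 2.08, Myoz2 -0.51 to 2.86, Ankrd2 -1.82 to 0.69, Mag -0.31 to 0.23, Ppia -0.069 to 0.36, Sqstm1 -0.023 to 0.31, Map1lc3a -0.080 to 0.32, Map1lc3b -0.078 to 0.14, Emr1 -0.11 to 0.28, Cd68 -0.29 to 0.66, Itgam -0.32 to 0.46, Cd79b -2.07 to 0.13, Ccl21a -1.17 to 0.43, H2-Aa -0.68 to 0.17, Lyz2 -0.40 to 0.32, C1qb -0.46 to 0.28, Pecam1 -0.27 to 0.56, Acta1 -3.30 to 0.42, Hba-a1 -1.36 to 1.60, S100a9 -0.18 to 1.15, Stmn2 -0.76 to 1.49, Nefl -1.47 to 2.10 and Snap25 -1.33 to 1.35. Of 105 genes, 76 turned under none of the settings, and of 46 lists, 29 did not.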

Differences from the paper's values

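The setting that leaves out both libraries numbered 5 was chosen after the data were seen, and it closes neither difference in the counts of genes. The paper reports 95 downregulated transcripts at q < 0.05 from the Cufflinks package, and 2 genes were lower here at an adjusted p under 0.05 from limma. The paper reports 61 upregulated transcripts at q < 0.05, and 6 genes were higher here. Both counts differ from the paper's under each alternative set before the data were examined. Array weights, which called 8 lower and 14 higher genes, called 6 of the paper's 95 and 5 of its 61 transcripts, among them Angpt2 (adjusted p = 0.0444). Without Plekhg5-deficient nerve 3, 1 of the 61 was called, and without any other 1 library 0 of the 61. The paper has more transcripts lower than higher in Plekhg5-deficient nerves, whereas 75% of the genes called here were higher. At an unadjusted p under 0.05, 573 genes were lower and 514 higher, and with FPKM as deposited 753 and 239.

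For 51 genes that the text names, the paper's supplementary table gives a finite fold change. The log2 ratios of mean FPKM had the same sign for 51 of 51, with a median absolute difference of 0.025 and a largest of 1.23 (Myh2, within its error of 1.35), and 3 differed by more than their error. Both sets of values come from the same libraries, so the shared signs are not independent evidence. The error is the spread between animals, not that of the processing. A variable gene such as Myh2, at 2.65 in the paper's table and 1.42 here, can thus pass with a wide gap. Mid1 is at 2.07 in the paper's table and at 3.22 here (standard error 0.27), and D2hgdh at -3.40 in the paper's table and at -2.34 here (standard error 0.19), and both differ under each alternative set before the data were examined. Col2a1 is at -1.48 in the paper's table and at -1.26 here (standard error 0.16), and does not differ with FPKM as deposited or without wild-type nerve 2, wild-type nerve 5 or Plekhg5-deficient nerve 2, but does under the other alternatives set before the data were examined. Over the paper's whole table, 94 of the 95 and 58 of the 61 transcripts had the paper's direction. Wider gaps occur outside the 51 genes, where an upregulated transcript at 3.86 in the paper's table had a log2 fold change of -0.69 here.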

Other observations

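No test in this part was chosen after the results were seen, although the genes Cck and Hif3a were. Lists of central nervous system transcripts were lower in Plekhg5-deficient nerves, although the 3 most abundant central neuron markers had higher means there. Stmn2 had 101 ± 83.5 FPKM in wild-type and 159 ± 170 in Plekhg5-deficient nerves, Nefl 64.3 ± 66.6 and 106 ± 131, and Snap25 63.4 ± 55.2 and 92.9 ± 112 (SD, n = 3 each), each highest in Plekhg5-deficient nerve 3. Among the markers with the lowest log2 fold changes, Cck, which encodes cholecystokinin (chromosome 9, 121489825 to 121495689), had 18.9 FPKM ± 13.0 (SD, n = 3) in wild-type and 1.13 ± 0.605 (SD, n = 3) in Plekhg5-deficient nerves, and Gad1, which encodes the enzyme that makes GABA (chromosome 2, 70553072 to 70602014), had 2.35 ± 0.585 and 0.243 ± 0.149 FPKM, 9.67-fold lower. The called pseudogene Gm16510 starts close to Gad1, at 70618628 on chromosome 2, and changed in the other direction (log2 fold changes of 3.55 and -1.42). Whether the lower Gad1 reflects a local difference at this site rather than neurons was not tested. Of 21 central neuron markers, 18 had a log2 fold change below 0, and for 9 every Plekhg5-deficient nerve was below every wild-type nerve. The mean score of the list in Plekhg5-deficient nerve 3 (0.087) lay above wild-type nerves 4 (0.058) and 5 (-0.76). Adjusted over the list alone 9 passed, of which 7 are in the paper's table and so not independent evidence, with 0 over all genes tested with limma (9 at an unadjusted p under 0.05). The list was lower with camera (adjusted p = 7.98e-10; adjusted p = 0.296 with an estimated correlation), with a median of -0.28 without wild-type nerve 2, -1.09 without wild-type nerve 5 and -1.08 without Plekhg5-deficient nerve 3. Slc1a2, the glutamate transporter of astrocytes, had 4.45 ± 1.02 and 0.915 ± 0.149 FPKM, Cldn11, a claudin of myelin, 6.71 ± 0.884 and 2.60 ± 0.414, and Ttr, the transthyretin of the choroid plexus, 12.1 ± 3.01 and 1.46 ± 0.478. The astrocyte (adjusted p = 0.00199), oligodendrocyte (2.42e-05) and choroid plexus lists (0.0209) each had an adjusted p of 0.593 with an estimated correlation. Without wild-type nerve 2 the astrocyte and oligodendrocyte medians were -0.28 and -0.22, and without Plekhg5-deficient nerve 3 the astrocyte median was -0.26.

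Glucocorticoid-responsive genes were higher in Plekhg5-deficient nerves (adjusted p = 1.98e-06 from camera; adjusted p = 0.593 with an estimated correlation). The metallothionein genes Mt1 and Mt2 had 1194 ± 685 and 971 ± 1108 FPKM in wild-type and 3803 ± 363 and 3570 ± 557 in Plekhg5-deficient nerves (SD, n = 3 each), Sgk1, a kinase gene, 69.1 ± 22.0 and 139.9 ± 42.2, and Hif3a 1.36 ± 1.09 and 7.98 ± 2.25. For 5 of 13 members every Plekhg5-deficient nerve was above every wild-type nerve, and 4 passed adjusted over the list alone, of which 1 (Hif3a) is in the paper's table, with 0 over all genes tested with limma. Without Plekhg5-deficient nerve 5 the median of the list was 0.57 (adjusted p = 0.0111). The cholesterol synthesis gene Sc5d had 51.2 ± 18.0 and 20.1 ± 7.76 FPKM, with a list adjusted p of 0.00579 from camera and 0.707 with an estimated correlation.

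The remaining lists that camera called had these adjusted p values, with those from an estimated correlation second: plasma cell markers 0.0221 and 0.707, white adipocyte markers 0.0216 and 0.707, neutrophil markers 0.0209 and 0.707, liver markers 0.00790 and 0.700, immediate early genes 0.00170 and 0.668, and heat shock genes 0.0209 and 0.700. Brown adipocyte (median log2 fold change -0.32, adjusted p = 0.383), mast cell (-0.22, 0.516), platelet (0.26, 0.188), epidermis (-0.17, 0.192), circadian (-0.15, 0.192), autophagy (0.11, 0.211), lysosome (0.014, 0.764) and Y-linked genes (0.059, 0.424) did not pass with camera. With 1 library left out, the brown adipocyte genes were lower without Plekhg5-deficient nerve 5 (-0.60, adjusted p = 0.0356), the platelet genes higher without Plekhg5-deficient nerve 3 (0.49, 0.0349) and the circadian genes lower without wild-type nerve 2 (-0.29, 0.0436).

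Of the genes that the paper measured by other means, Pmp22 had 5851 ± 2232 FPKM in wild-type and 7881 ± 2301 in Plekhg5-deficient nerves (SD, n = 3 each), and Mag 20.3 ± 7.21 and 19.4 ± 6.64. Lamp1 had 237 ± 24.4 and 228 ± 13.1 FPKM, Sqstm1 173 ± 39.2 and 186 ± 20.6, Map1lc3a 211 ± 44.2 and 237 ± 68.8, and Map1lc3b 106 ± 8.83 and 112 ± 20.0. The macrophage genes Cd68, Itgam and Emr1 had 43.3 ± 19.9 and 55.5 ± 38.8, 2.23 ± 1.12 and 2.85 ± 2.30, and means of 3.91 and 4.55 FPKM. Cd8a was at 4.35 FPKM in wild-type nerve 5 and at most at 0.176 elsewhere. The reference genes Ppia and Eef2 had 318 ± 6.04 and 361 ± 106, and 271 ± 35.3 and 244 ± 16.2 FPKM.

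Among the genes of smallest p that did not pass, D2hgdh, Klk10, Gm13157 and Gm17090 had log2 fold changes of -1.63, -2.14, -1.36 and -1.58, and Gm13171, Slc25a48, Ifi202b and Tescl of 3.11, 2.34, 1.90 and 1.05 (adjusted p between 0.118 and 0.234 from limma).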
